# The maintenance of oocytes in the mammalian ovary involves extreme protein longevity

**DOI:** 10.1038/s41556-024-01442-7

**Published:** 2024-06-20

**Authors:** Katarina Harasimov, Rebecca L. Gorry, Luisa M. Welp, Sarah Mae Penir, Yehor Horokhovskyi, Shiya Cheng, Katsuyoshi Takaoka, Alexandra Stützer, Ann-Sophie Frombach, Ana Lisa Taylor Tavares, Monika Raabe, Sara Haag, Debojit Saha, Katharina Grewe, Vera Schipper, Silvio O. Rizzoli, Henning Urlaub, Juliane Liepe, Melina Schuh

**Keywords:** Ageing, Senescence, Systems analysis

## Abstract

Women are born with all of their oocytes. The oocyte proteome must be maintained with minimal damage throughout the woman’s reproductive life, and hence for decades. Here we report that oocyte and ovarian proteostasis involves extreme protein longevity. Mouse ovaries had more extremely long-lived proteins than other tissues, including brain. These long-lived proteins had diverse functions, including in mitochondria, the cytoskeleton, chromatin and proteostasis. The stable proteins resided not only in oocytes but also in long-lived ovarian somatic cells. Our data suggest that mammals increase protein longevity and enhance proteostasis by chaperones and cellular antioxidants to maintain the female germline for long periods. Indeed, protein aggregation in oocytes did not increase with age and proteasome activity did not decay. However, increasing protein longevity cannot fully block female germline senescence. Large-scale proteome profiling of ~8,890 proteins revealed a decline in many long-lived proteins of the proteostasis network in the aging ovary, accompanied by massive proteome remodeling, which eventually leads to female fertility decline.

## Abstract (web summary)

Harasimov, Gorry, Welp, Penir, Horokhovskyi et al. analyse proteostasis in mammalian oocytes and ovaries: the maintenance of oocytes involves exceptional protein longevity, and many of the extremely long-lived proteins decline as the ovary ages.

## Main

The female ovary is critical for reproduction. It stores the primordial follicles, which contain the oocytes and their associated somatic cells^1,2^. The primordial follicles are generated in the female fetus and do not appear to be replenished after birth. Females are therefore thought to be born with a finite pool of oocytes, called the ovarian reserve^3,4^.

The proteome of oocytes must be maintained in a healthy state throughout a woman’s reproductive life to ensure the success of the next generation. Whether germ cells have adapted their proteostasis to maintain and propagate a healthy proteome is unknown^5^. The identification of such adaptations could reveal the principles involved in resetting the aging clock and inform new therapeutic strategies to delay age-related diseases.

In this study, we analysed proteostasis in mammalian oocytes and ovaries by combining quantitative mass spectrometry (MS), pulse–chase labelling, single-cell RNA-seq and nanoscale secondary ion MS (NanoSIMS). We found that the maintenance of oocytes in the mammalian ovary involves exceptional protein longevity. Many of the extremely long-lived proteins decline as the ovary ages. We propose that extreme protein longevity is required to propagate a healthy germline across generations, yet protein depletion may promote the rapid age-related decline in female fertility.

## Results

### Oocytes contain many extremely long-lived proteins

To study protein stability in oocytes, we performed a pulse–chase experiment in which female mice were fully labelled with ^13^C_6_-lysine (^13^C_6_-Lys)^6^ during their development in utero, transferred to unlabelled (^12^C_6_-Lys) foster mothers after birth and fed unlabelled chow after weaning (Fig. 1a, Extended Data Fig. 1a–e). We collected 4,948 fully grown oocytes from 92 eight-week old mice and processed them for bottom-up MS (Fig. 1a, Extended Data Fig. 2a).

**Fig. 1:**
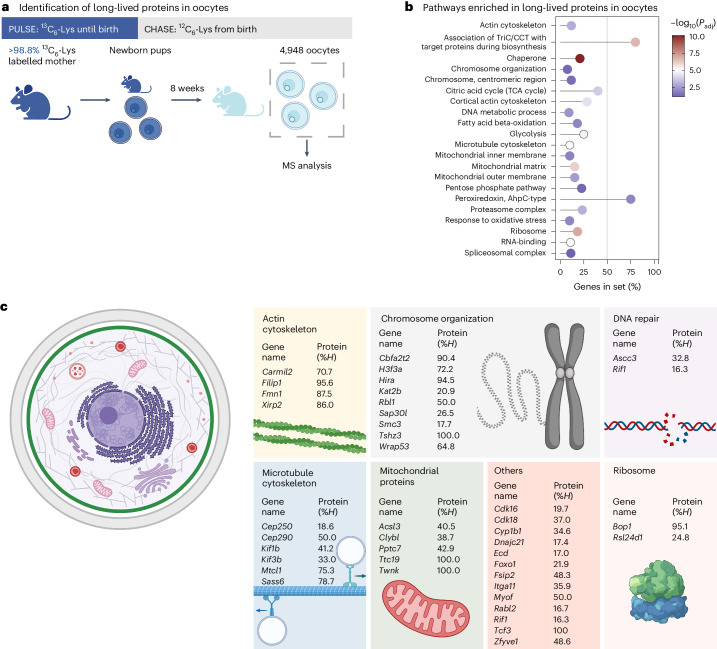
Oocytes contain a large number of very long-lived proteins. **a**, Fully labelled ^13^C_6_-Lys females were mated and fed ^13^C_6_-Lys chow until they gave birth (pulse). Upon birth, the pups were transferred to unlabelled foster mothers (chase) and continued to receive ^12^C_6_-Lys chow after weaning. In total, 4,948 oocytes were collected from 92 eight-week-old pubertal female progeny and processed for bottom-up MS. **b**, Selected pathways enriched with long-lived proteins in oocytes. All ^13^C_6_-Lys-labelled proteins detected after 8 weeks were subjected to over-representation analysis. Shown are the percentage of genes of the gene set detected as enriched with their respective adjusted *P* values for selected pathways. The *P* values are based on a hypergeometric test and have been adjusted using Benjamini–Hochberg multiple hypothesis testing. For the complete list of enriched pathways with their corresponding exact *P* values, see Supplementary Table 2. **c**, Selected biological processes and protein complexes with long-lived proteins. Shown are selected genes with corresponding protein %*H* values (inferred fraction of ^13^C_6_-Lys, mean value over biological replicates). For a complete list of proteins and their corresponding %*H* values, see Supplementary Table 1. Source data

Despite the 8-week chase period and dilution by oocyte growth, we detected many ^13^C_6_-Lys-positive proteins (768 out of 7,263 proteins), which must have been present since birth (Extended Data Fig. 2c,d and Supplementary Table 1). Notably, 39 of the proteins were still 90–100% positive for ^13^C_6_-Lys, 27 proteins between 50% and <90%, 219 proteins between 1 and <50%, and 483 proteins <1% (Extended Data Fig. 2e). These values represent raw ^13^C_6_-Lys over total Lys measurements without correction for oocyte growth. The 768 long-lived proteins were significantly enriched in diverse components (for example, mitochondria, ribosome, spliceosome, proteasome, chromatin, kinetochore and cytoskeleton) and functions (for example, metabolism, chaperones, DNA repair and antioxidants; Fig. 1b,c and Supplementary Table 2).

The 39 proteins that were still >90% positive for ^13^C_6_-Lys included many proteins with key cellular functions, such as TWINKLE, a mitochondrial DNA helicase that is essential for mitochondrial DNA replication^7^; TTC19, which is essential for the assembly and function of complex III of the mitochondrial respiratory chain^8^; BOP1, a protein that is essential for ribosome assembly^9^; and HIRA, a histone chaperone (Fig. 1c). We also detected cohesin-related proteins as long-lived, including the cohesin subunits SMC3 and SMC1A, as well as PDS5B (Fig. 1c and Supplementary Table 1), which regulates the association of the cohesin complex with chromatin^10–14^. The known long-lived cohesin subunit REC8 (refs. ^15–17^) was not detected by MS, likely because it is present at very low levels in oocytes.

Together, these data establish that oocytes contain many extremely long-lived proteins. Mitochondrial proteins and proteostasis-promoting proteins were prominently enriched in this group, and hence persist with little turnover in oocytes from birth onwards.

### Extreme longevity of ovarian proteins

To examine protein longevity in the whole ovary, which contains the oocytes as well as somatic cells, such as granulosa, thecal and stromal cells, we performed two different pulse–chase experiments. First, we repeated our approach above, in which females were labelled with ^13^C_6_-Lys during development in utero, and collected 33 ovaries at 11 time points, from 24 hours to 65 weeks of age (Fig. 2a)^18^. Second, fully labelled ^13^C_6_-Lys pups were kept with fully labelled mothers until weaning and then fed ^12^C_6_-Lys chow. Ovaries were collected at six time points from 6 weeks to 65 weeks of age (Fig. 2b). The second approach labels all proteins synthesized both in utero and after birth until the end of the first wave of oocyte follicle growth^2,4^. This dual strategy enabled a comprehensive analysis of the ovary proteome, which changes with age.

**Fig. 2:**
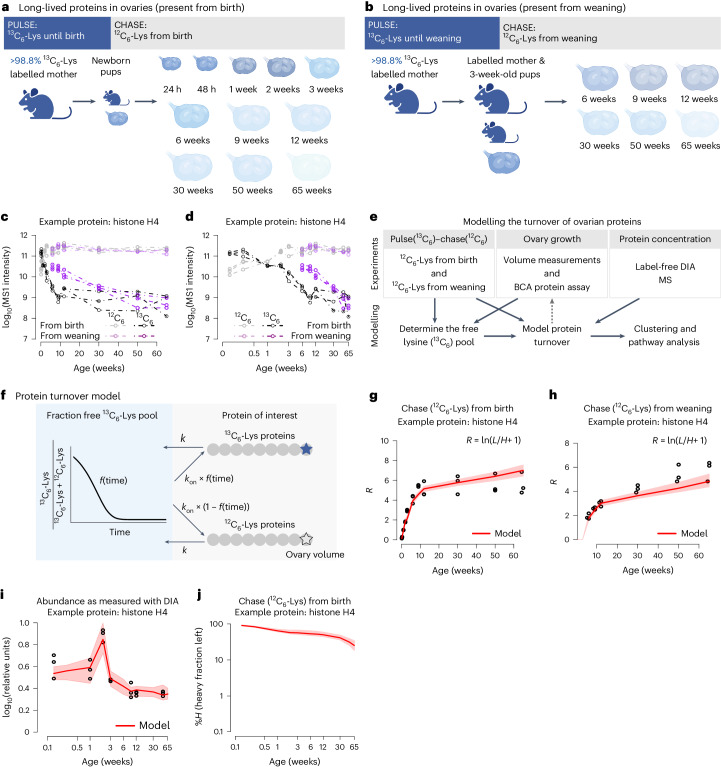
Modelling protein turnover throughout ovarian development. **a**, Fully ^13^C_6_-Lys labelled pregnant mice were fed with ^13^C_6_-Lys chow until they gave birth (pulse). The pups were subsequently raised on ^12^C_6_-Lys (chase). Ovaries were collected from the female progeny at eleven time points (three animals per time point) and processed for DDA MS. **b**, Progeny from fully ^13^C_6_-Lys labelled pregnant mice were fed with ^13^C_6_-Lys until weaning. After the weaning period (3 weeks after birth), progeny were fed ^12^C_6_-Lys chow. Ovaries were collected from female progeny at six time points (three animals per time point) and processed for DDA MS. **c**,**d**, Example data used for modelling protein turnover. Shown are MS1 intensities over time (linear **c**; log_10_, **d**) scale for ^13^C_6_-Lys (black and purple) and ^12^C_6_-Lys (grey and pink) labelled histone H4, for two pulse lengths (pulse until birth and until weaning). Circles indicate experimental data points for three biological replicates, dashed lines are only for visual aid. **e**, Schematic of the experimental design and mathematical modelling. Pulse–chase protein concentration data were used to inform the model and estimate protein turnover rates. Dilution factors due to ovary growth were estimated by the model and compared to experimental ovary growth measurements for validation (indicated by a grey dashed arrow). **f**, Graphical illustration of the employed protein turnover model to estimate *H*_1/2_ values in ovaries. **g**,**j**, Example (histone H4) of protein turnover model fitting. Experimental data are indicated as black dots, median and confidence ranges of model fit are indicated by the red line and shaded area, respectively. **g**,**h**, The ratio (*R*) between heavy (*H*) and light (*L*) labelled protein intensities in the chase (^12^C_6_-Lys) from birth (**g**) and from weaning (**h**) experiment datasets are shown over time. **i**, Normalized protein abundance derived from DIA-MS measurements is shown over time for histone H4. **j**, Proportion of heavy labelled histone H4 compared with all proteins as derived from the estimated protein turnover posterior parameter distribution. Source data

All samples were analysed by MS using data-dependent acquisition (DDA; Fig. 2c,d). In addition, we isolated ovaries from unlabelled mice of eight different ages and analysed the relative abundances of the proteins throughout ovarian development using data-independent acquisition (DIA) MS (Supplementary Data 1).

The turnover rates were determined by mathematical modelling (Fig. 2e,f, Methods and Extended Data Fig. 3a). Briefly, for each protein, we calculated the ^12^C_6_-Lys (*L*) to ^13^C_6_-Lys (*H*) ratio as *R* = ln(*L*/*H* + 1) at the different time points (Fig. 2g,h). These experimentally determined ratios were then compared to ratios obtained from a protein turnover model (Fig. 2f). The protein turnover model describes the abundance of ^13^C_6_-Lys-labelled proteins over the chase period, taking into account protein degradation (with rate *k*) and protein synthesis (with rate *k*_on_) due to recycling of free (unincorporated) ^13^C_6_-Lys. The rate *k*_on_ is defined as a function of the free ^13^C_6_-Lys pool, such that the higher the remaining free ^13^C_6_-Lys, the higher the rate of ^13^C_6_-Lys protein synthesis rate due to ^13^C_6_-Lys recycling, and, hence, the slower the decay of ^13^C_6_-Lys labelled protein.

We determined the free ^13^C_6_-Lys and ^12^C_6_-Lys pools throughout ovarian development by analysing the concentration of different species of uncleaved peptides containing two lysines^19,20^ (Extended Data Fig. 3b–e). 2Lys peptides can either be composed of two ^13^C_6_-Lys, two ^12^C_6_-Lys or a mixture, allowing for the inference of the free ^13^C_6_-Lys pool^19,20^ (Extended Data Fig. 3c–e). As additional parameters, ovarian growth and changes in individual protein concentrations (DIA-MS data) were included in the modelling to account for changes in ovarian protein composition (Extended Data Fig. 3a; Methods). The resulting modelled turnover rates reflect the average behaviour of all proteins in the ovary, and cannot discern whether protein turnover differs depending on interactions or cell types.

To challenge our approach, we modified our model in various ways and compared the resulting half-lives to the full modelling approach (Extended Data Fig. 4a–d). Specifically, we compared our protein-centric turnover model including re-incorporation of free ^13^C_6_-Lys into newly synthesized proteins (Fig. 2f) to (1) a peptide-centric 2Lys-peptide model (Extended Data Fig. 4a) and (2) a protein-centric model not including re-incorporation of free ^13^C_6_-Lys into newly synthesized proteins (Fig. 2f with *k*_on_ = 0) using either all chase time points (Extended Data Fig. 4b), or only chase time points larger than 3 weeks or 6 weeks, respectively (Extended Data Fig. 4c,d). The 2Lys-peptide approach takes advantage of the fact that some very abundant proteins have enough 2Lys peptides resulting from missed tryptic cleavages during sample preparation, so that only peptides with two ^13^C_6_-Lys can be taken into consideration for modelling, which are highly unlikely to be generated by reincorporation of ^13^C_6_-Lys, and the free ^13^C_6_-Lys pool can then be neglected. The half life (*H*_1/2_) values calculated in this way were well consistent with our protein-centric turnover model. In addition, we also calculated the *H*_1/2_ values from late time points only (larger than 3 weeks or 6 weeks). Growth has substantially slowed down at this stage and the free ^13^C_6_-Lys pool is strongly depleted. In further support of our model, modelling of these late time points only (allowing for exclusion of the free ^13^C_6_-Lys pool) gave very similar results to our full protein-centric model using all collected data and time points (Extended Data Fig. 4c,d).

Finally, we employed our protein-centric model to pulse–chase data derived from mouse liver, cartilage and skeletal muscle published previously^20^ to estimate protein half-lives, and to compare them to the original published values (Extended Data Fig. 4e–g). For all three datasets, we obtained good agreement of inferred half-lives with correlation coefficients of 0.85, 0.96 and 0.88 for liver, cartilage and skeletal muscle, respectively, increasing the confidence in our modelling approach.

We summarized all the data in an atlas of 3,078 ovarian proteins (Supplementary Data 2), which shows the raw ^12^C_6_-Lys and ^13^C_6_-Lys intensities for each of the quantified proteins as determined by MS over time, as well as the modelled data (considering free ^13^C_6_-Lys, ovarian growth and changes in protein abundance), *H*_1/2_ values (the number of days it takes the ^13^C_6_-Lys protein fraction to decrease by half; summarized in Extended Data Fig. 4h) and the changes in the abundance of ovarian proteins throughout development (Fig. 2g–j and Supplementary Table 3).

A subset of 958 ^13^C_6_-Lys proteins rapidly disappeared from the ovary during the chase (^12^C_6_-Lys) in both experiments (Supplementary Table 4). These proteins could not be modelled due to their extremely rapid degradation. This group was enriched in proteins involved in cell cycle regulation, cell division and DNA replication, among others, consistent with the short lifetime of proteins involved in these processes (Extended Data Fig. 4i).

The distribution of *H*_1/2_ values in the ovary had a peak at around ~8–10 days, similar to protein turnover in other organs (Fig. 3a and Extended Data Fig. 5a)^19–21^. However, over 10% of the proteins in the ovary had *H*_1/2_ values above 100 days, whereas fewer than 1% of proteins in other organs, including brain, muscle and cartilage, had such high *H*_1/2_ values (Fig. 3b and Supplementary Data 3)^19–21^. Although these extremely long-lived proteins were not restricted to specific cellular locations, mitochondrial proteins had longer *H*_1/2_ values, on average, when compared to the total ovary proteome, whereas nuclear proteins had shorter *H*_1/2_ values (Fig. 3c). Many mitochondrial proteins (for example, cytochrome *c*, ATP synthase subunits, malate dehydrogenase and mitochondrial chaperone HSPA9) had *H*_1/2_ values that exceeded those reported in brain tissues (Supplementary Data 3).

**Fig. 3:**
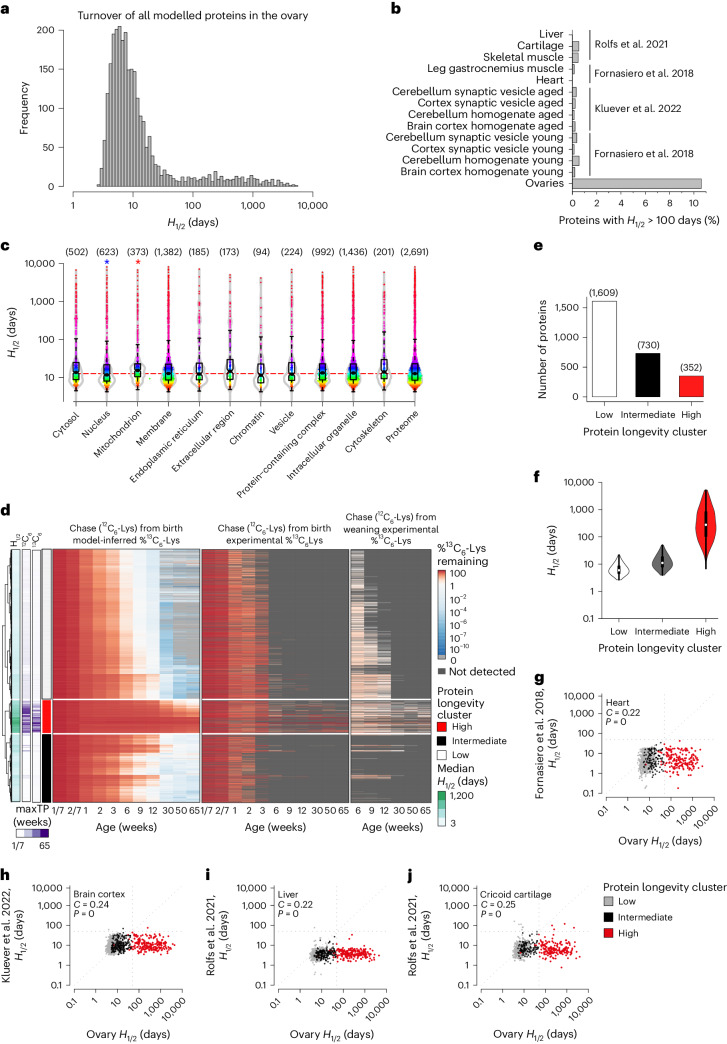
Mouse ovaries have a >10-fold higher fraction of extremely long-lived proteins than other post-mitotic tissues. **a**, Distribution of the modelled *H*_1/2_ values in the ovary. **b**, Fraction of proteins with *H*_1/2_ > 100 days in the mouse ovary samples in this study and various mouse and rat tissues across three studies^19–21^. **c**, Distributions of estimated *H*_1/2_ values for proteins located in indicated subcellular compartments. Red and blue stars indicate significantly larger and smaller *H*_1/2_ distributions compared with the whole modelled proteome, respectively (two-sided Kolmogorov–Smirnov test; *P* values: nucleus 0.0093; mitochondrion 8.84 × 10^–6^). Number of proteins in each compartment indicated in parentheses. Boxplots indicate median, first quartile and third quartile, as well as minimum and maximum after outlier removal. **d**, Cluster analysis of inferred ^13^C_6_-Lys levels in the proteins of the aging ovaries. The dendrogram on the left corresponds to the clustering of inferred percentage ^13^C_6_-Lys. The leftmost bar shows the medians of inferred proteins half-lives, colouring on log_10_ scale. The second and third bars indicate the latest time point at which the ^13^C_6_-Lys pulse was detected in the data corresponding to chase from birth and weaning. The rightmost bar labels the three identified protein longevity clusters corresponding to proteins with high, intermediate and low amounts of inferred ^13^C_6_-Lys content. The leftmost heatmap shows the inferred percentage ^13^C_6_-Lys; time points from 6 weeks onwards were used for clustering. Central and rightmost heatmaps show experimental data of the chase ^12^C_6_-Lys from birth and weaning, respectively. **e**, Modelled percentage of ^13^C_6_-Lys labelled proteins compared to ^12^C_6_-Lys labelled proteins was used to derive three protein longevity clusters (low, intermediate and high inferred ^13^C_6_-Lys content). Bar plot showing number of proteins in the low, intermediate and high protein longevity clusters. **f**, Violin plot showing distributions of inferred half-lives of proteins in the low, intermediate and high protein longevity clusters. Boxplots indicate median, first quartile and third quartile, as well as minimum and maximum after outlier removal. Number of proteins in each cluster as indicated in **e**. **g**–**i**, Dot plots comparing the *H*_1/2_ values of different proteins in the ovary (*x* axis) with organs and tissues (*y* axis) measured in ref. ^19^ (**g**), ref. ^21^ (**h**) and ref. ^20^ (**i**, liver; **j**, cricoid cartilage). Test for association between paired samples using Spearman correlation coefficient (*C*) was performed with *P* values estimated using algorithm AS 89. Proteins are colour-coded according to the protein longevity cluster they belong to, as in **d**. Source data

Using the CORUM database of protein complexes^22^, we assessed the distribution of the *H*_1/2_ values of a wider range of complexes in the ovary (Extended Data Fig. 5b). The cytoplasmic ribosome, proteasome and spliceosome contained many long-lived proteins with *H*_1/2_ values of more than 50 days. Other long-lived complexes included the CCT complex, which is involved in the folding of actin and tubulin, and the transcription integrator complex. Shorter-lived proteins were observed in the MCM complex, the SWI/SNF chromatin remodelling complex and the transcription mediator complex (Extended Data Fig. 5b).

We clustered the proteins according to their longevity (Fig. 3d), based on the modelled ^13^C_6_-Lys protein fractions from 6 weeks until 65 weeks of age. This resulted in three distinct protein longevity clusters, corresponding to proteins with high, intermediate and low relative ^13^C_6_-Lys levels (Fig. 3d,e and Supplementary Table 3). These clusters comprised 352 extremely long-lived proteins with a mean *H*_1/2_ value of 681.0 days, 730 long-lived proteins with a mean *H*_1/2_ value of 14.6 days and 1,609 proteins with a mean *H*_1/2_ value of 7.0 days (Fig. 3f). Proteins in the high and intermediate protein longevity clusters had significantly higher *H*_1/2_ values in the ovary than in other tissues (Fig. 3g–j)^19–21^.

The 352 extremely long-lived proteins in the ovary contained the long-lived proteins detected in oocytes (Extended Data Fig. 5c) and showed the same over-representation of mitochondria-related and proteostasis-related proteins as mouse oocytes (Fig. 4a,b, Supplementary Table 5 and Supplementary Data 3). Many of these long-lived proteins were ^13^C_6_-Lys-positive from birth until the last analysed time point at 65 weeks (Fig. 4c–f, Extended Data Fig. 5d–f and Supplementary Data 2), and have thus persisted in the mouse ovary for 15 months, almost the entire lifespan of FVB/N females.

**Fig. 4:**
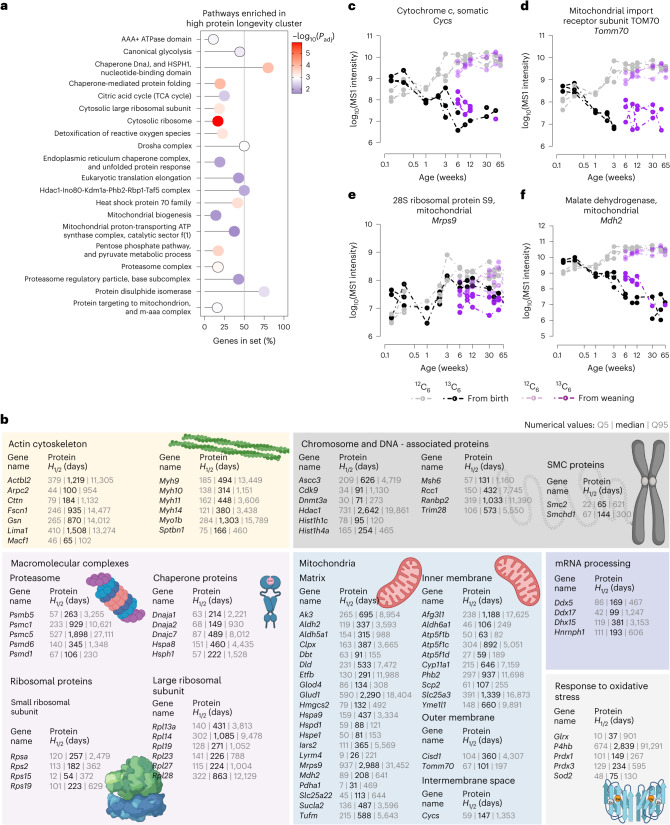
The ovary contains long-lived proteins that persist throughout the lifetime of a mouse. **a**, Selected pathways enriched in the high protein longevity cluster. Shown are the proportions of genes of the selected gene set detected in the high protein longevity cluster with their respective adjusted *P* values for selected pathways. The *P* values are based on the hypergeometric test and have been adjusted with Benjamini–Hochberg multiple hypothesis testing. For the complete list of enriched pathways with their corresponding exact *P* values, see Supplementary Table 5. **b**, Selected biological processes and protein complexes with long-lived proteins in ovaries. Shown are gene names with corresponding protein *H*_1/2_ values (medians, 5% and 95% quantiles; designated as Q5 and Q95, respectively) in days. For the complete list of proteins and their corresponding *H*_1/2_ values, see Supplementary Table 3 and Supplementary Data 2. **c**–**f**, MS1 intensities over time in log_10_ scale for ^13^C_6_-Lys (black and purple) and ^12^C_6_-Lys (grey and pink) labelled cytochrome *c*, somatic (**c**); mitochondrial import receptor subunit TOMM70 (**d**); 28S ribosomal protein S9, mitochondrial (**e**); and malate dehydrogenase, mitochondrial (**f**) for two pulse lengths (pulse with ^13^C_6_-Lys until birth and pulse with ^13^C_6_-Lys until weaning). Circles indicate experimental data points for three biological replicates, dashed lines are only for visual aid. Source data

To give some specific examples, the mitochondrial proteins cytochrome *c* (CYC; Fig. 4c), the mitochondrial import receptor subunit TOMM70 (Fig. 4d), the mitochondrial 28S ribosomal protein S9 (MRPS9; Fig. 4e), mitochondrial malate dehydrogenase (MDH2; Fig. 4f) and glutamate dehydrogenase 1 (GLUD1; Extended Data Fig. 5d), as well as the heat shock proteins and chaperones DNAJC7, DNAJA1, DNAJA2, HSPH1, HSPA2, HSPA8, HSPA9 and HYOU1, were extremely long-lived (Fig. 4b and Supplementary Data 3). Notably, DNAJA1 protects cells against apoptosis by negatively regulating the translocation of BAX from the cytosol to mitochondria^23,24^ (Fig. 4b). Another extremely long-lived protein was SMCHD1, which is a non-canonical member of the structural maintenance of chromosomes (SMC) protein family that plays a key role in epigenetic silencing, and is required for X-inactivation, by mediating XIST spreading (Fig. 4b)^25,26^. Other proteins involved in epigenetic regulation (including DNMT3A and HDAC1; Fig. 4b, Extended Data Fig. 5e and Supplementary Data 3), as well as proteins involved in nuclear import and export, including RAN, RANBP2, RCC1 and CSE1L (Fig. 4b) and myosins (MYH9, MYH10, MYH11, MYH14 and MYO1B; Extended Data Fig. 5f) were in the high longevity cluster. The extremely long-lived proteins in the ovary thus have essential functions in mitochondria, proteostasis, chromatin maintenance and the cytoskeleton.

### Discovery of long-lived somatic cell types in the ovary

We used single-cell RNA-seq to identify the ovarian cell types that express long-lived proteins (Supplementary Data 4). We examined ovaries from newborn mice (postnatal day 2), as this age refers to the end of the first pulse period, and to the time when the ovarian reserve has been established. 

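Whole ovaries of CD1 mice at postnatal day 2 were dissociated and captured as 2 libraries on the 10x Genomics Chromium system, which tags the 3′ end of each transcript with a cell barcode and a unique molecular identifier (UMI), so that each captured molecule is counted once. Each library pooled 6 ovaries from 3 pups of one female. The libraries are therefore the replicates (n = 2), and the cells within them are not. The authors deposited the UMI counts of 31057 genes in every barcode that Cell Ranger called a cell, without normalization. Replicate 1 held 4094 cells with 54471790 UMIs and a median of 8315.5 UMIs and 2872 genes per cell. Replicate 2 held 4847 cells with 59074480 UMIs and a median of 5798 UMIs and 2258 genes per cell. Cells with fewer than 500 genes or more than 10% mitochondrial counts and likely doublets were left out. The remaining cells of both libraries were clustered together on variable genes that excluded the genes of long-lived proteins, and clusters were named from fixed lists of marker genes, so the cell types are called germ-like, granulosa-like and so on. For each cell type, UMIs were summed per library and compared with the sum of all other named cells of the same library by edgeR's quasi-likelihood test after TMM normalization. A gene was called enriched when its log2 fold change was over 1 and its Benjamini-Hochberg adjusted p over all genes tested in that cell type was under 0.05. The genes of the high protein longevity cluster were read from the source data of Fig. 5c. The copy of that table at hand breaks off within the endothelial cells, but its 5 complete cell types all hold the same 341 genes, against 352 proteins counted in Fig. 5a.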

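Of the 341 genes, 335 had enough counts to be tested in at least one cell type and 181 were enriched in one or more cell types, which is 53.1% of the genes listed and 51.4% of the 352 proteins. The count was also 181 when p was adjusted over the list alone. If all 11 proteins without a listed gene were enriched, the share of the 352 would be 54.5%. The count depended most on the threshold, and a 4-fold threshold left 74 genes. With every cell thinned to 2000 UMIs it was 114, of which 112 were among the 181. A single cell type accounted for 120 of the 181 genes. These were 40 genes in germ-like cells, 31 in granulosa-like cells, 25 in interstitial-like cells, 10 in immune-like cells, 7 in mesothelial-like cells and 7 in endothelial-like cells. With only replicate 2, the granulosa-like count by fold change alone was 17. The other 61 genes, 33.7% of those enriched, were shared between cell types, 48 of them by 2 types and 13 by 3. The most frequent pairs were granulosa-like with mesothelial-like cells, with 15 genes, and interstitial-like with endothelial-like cells, with 13 genes.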

Interestingly, some proteins from the high longevity cluster mapped to distinct cell types based on a greater than twofold enrichment of their transcripts (Fig. 5a,b). These cell types included not only oocytes (germ cells), which are generally assumed to reside in the ovary from birth onwards^3^, but also subsets of somatic cells (Fig. 5b,c). These data suggest that the ovary contains long-lived somatic cells.

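All 30 genes of Fig. 5c passed the threshold in the cell type under which the figure shows them, and all 30 were over 2-fold higher in each library. Among them, 19 were enriched in that cell type alone and 11 in further types. Positions are those of the GRCm38 annotation, matched by Ensembl identifier, because the files name no genome build. In interstitial-like cells, Col1a2 (ENSMUSG00000029661, chromosome 6, 4504814 to 4541544), a fibrillar collagen gene, had 2880 ± 101 CPM (TMM-normalized UMIs scaled to an equal library total, SD, n = 2 libraries) against 21.6 ± 4.51 in all other cells. Its log2 fold change was 7.06 (standard error 0.24, adjusted p = 9.50e-06), and Dcn, Tagln and Pdgfra, also shown for this type, ranged from 6.26 down to 5.39. In granulosa-like cells, Hsd3b1 (ENSMUSG00000027871, chromosome 3, 98852194 to 98859794) had 87.5 ± 33.7 CPM against 0.726 ± 0.299, a log2 fold change of 6.97 (standard error 0.42, adjusted p = 1.21e-04). The gene belongs to a family with similar sequences, and reads that fit more than one member are not counted. Apoa1, Cmbl, Ephx2 and Myo1e had log2 fold changes from 5.24 down to 3.31, each larger in replicate 1 than in replicate 2, as for Apoa1 with 6.32 and 4.34. In germ-like cells, the zona pellucida gene Zp3 (ENSMUSG00000004948, chromosome 5, 135980099 to 135988624) had 1049 ± 362 CPM against 4.84 ± 0.157, a log2 fold change of 7.76 (standard error 0.34, adjusted p = 3.57e-04). Npm2 followed with 7.36, Zp2 with 6.99, Hectd3 with 3.06 and Lyrm4 with 2.06. In immune-like cells, Lgals3 (ENSMUSG00000050335, chromosome 14, 47367751 to 47386160) had 135 ± 4.20 CPM against 1.49 ± 0.210, a log2 fold change of 6.49 (standard error 0.31, adjusted p = 4.06e-08), and was also enriched in mesothelial-like cells. These values rest on 36 and 44 UMIs in the immune-like cells of replicates 1 and 2. In endothelial-like cells, Fgd5 (ENSMUSG00000034037, chromosome 6, 91978878 to 92076004) had 63.1 ± 14.0 CPM against 0.723 ± 0.246, a log2 fold change of 6.38 (standard error 0.39, adjusted p = 1.35e-05), from 46 and 24 UMIs. The mesothelial-like genes had the smallest range, from 1.58 for Ahcy to 2.44 for Soat1 (ENSMUSG00000026600, standard error 0.19, adjusted p = 1.53e-04), and Soat1 was enriched in granulosa-like cells as well. Tested against a 2-fold change itself, 27 of the 30 genes passed, and Ahcy, Taldo1 and Glud1 did not, with adjusted p of 0.0661, 0.149 and 0.179. In the alternatives tested against no change, the adjusted p of Taldo1 ranged from 4.09e-10 to 0.0388 and that of Glud1 from 2.15e-08 to 0.0297. With every cell thinned, Ahcy and Pgd were among the genes that lost their call. Across the alternatives their adjusted p ranged from 4.56e-05 to 0.0976 for Ahcy and from 2.45e-13 to 0.0525 for Pgd, each highest after thinning. Taldo1 fell to 0.98 with scaling by library size only, and Glud1 to 0.98 with the other cell types weighted equally. Among the genes outside Fig. 5c with the largest folds per cell type, Msn had a log2 fold change of 3.33 in endothelial-like cells and S100a4 had 3.45 in mesothelial-like cells, although S100a4 lost its call on thinning, with adjusted p from 2.44e-15 to 0.072 across the alternatives. Serpina1c had 90 UMIs in granulosa-like cells and 4 in all others, and Cyp11a1 had 12 UMIs in immune-like cells and 6 in all others, too few for a fold change. Both passed the test all the same and are counted as enriched, Serpina1c among the 31 genes of granulosa-like cells and Cyp11a1 among the 10 of immune-like cells.

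**Figure D1:**
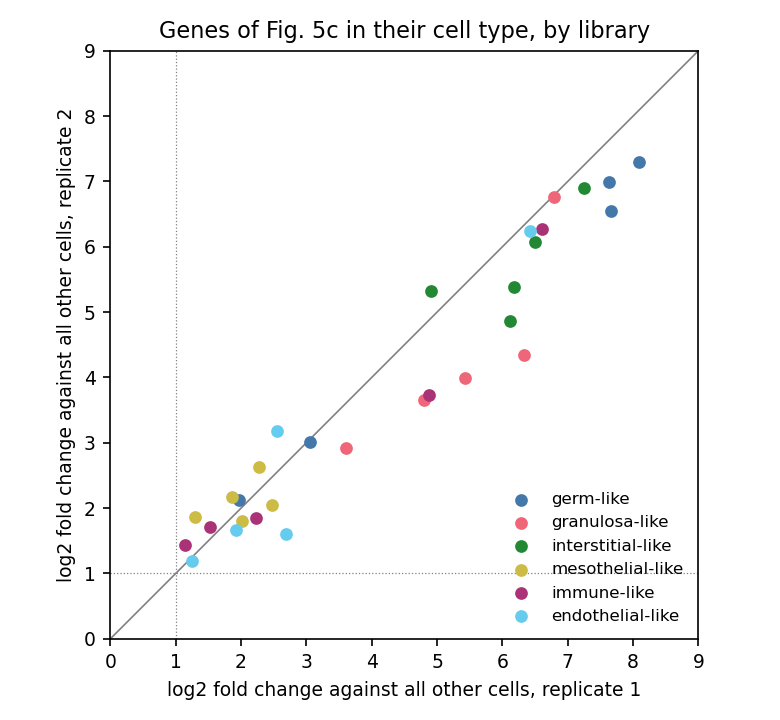
Log2 fold change of the 30 genes of Fig. 5c in their cell type against all other cells, in replicate 1 (x axis) and replicate 2 (y axis). Each point is a gene coloured by cell type, the solid line marks equal values, and the dotted lines mark a log2 fold change of 1, which every gene exceeds in both libraries.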

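Among the enriched genes, 136 (75.1%) were enriched in somatic cell types and not in germ-like cells, 40 in germ-like cells alone, and 5 in germ-like cells together with a somatic type. All cell types but the germ-like cells are somatic, so this share does not by itself set somatic cells apart. No gene was enriched both in germ-like cells and in granulosa-like or interstitial-like cells. Each of these types supplies a large part of the summed reference of the others, with germ-like cells at 32.2% and 48.5% of the UMIs. This limits such double calls, so their absence says little about shared expression. A call in a somatic type can likewise reflect a low level in germ-like cells. With the other cell types weighted equally, fewer genes were enriched in granulosa-like or interstitial-like cells alone. More were then enriched in immune-like or endothelial-like cells alone. Of the 136 genes, 80 were enriched in exactly one somatic type. Counting shared genes in each of their types gave 45 genes in germ-like, 56 in granulosa-like and 51 in interstitial-like cells. It gave 37 in mesothelial-like cells and 33 each in immune-like and endothelial-like cells. Among all genes tested, 4788 of 16116 were enriched in germ-like, 2678 of 15812 in granulosa-like and 2760 of 15895 in interstitial-like cells. The same counts were 1724 of 15625 in mesothelial-like, 1530 of 15360 in immune-like and 1478 of 15392 in endothelial-like cells. In germ-like cells, calls were thus less frequent among the listed genes than among all genes. In the somatic types they were about as frequent. The listed genes were not matched to the others on expression here, so these counts do not decide whether the list stands apart. For the listed genes, the median log2 fold change of those enriched was 1.60 in germ-like, 1.52 in granulosa-like and 1.74 in interstitial-like cells. It was 1.36 in mesothelial-like, 1.75 in immune-like and 1.35 in endothelial-like cells. From the enrichment of such transcripts in somatic cell types besides germ cells, the paper proposes that long-lived somatic cells exist in the ovary.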

**Fig. 5:**
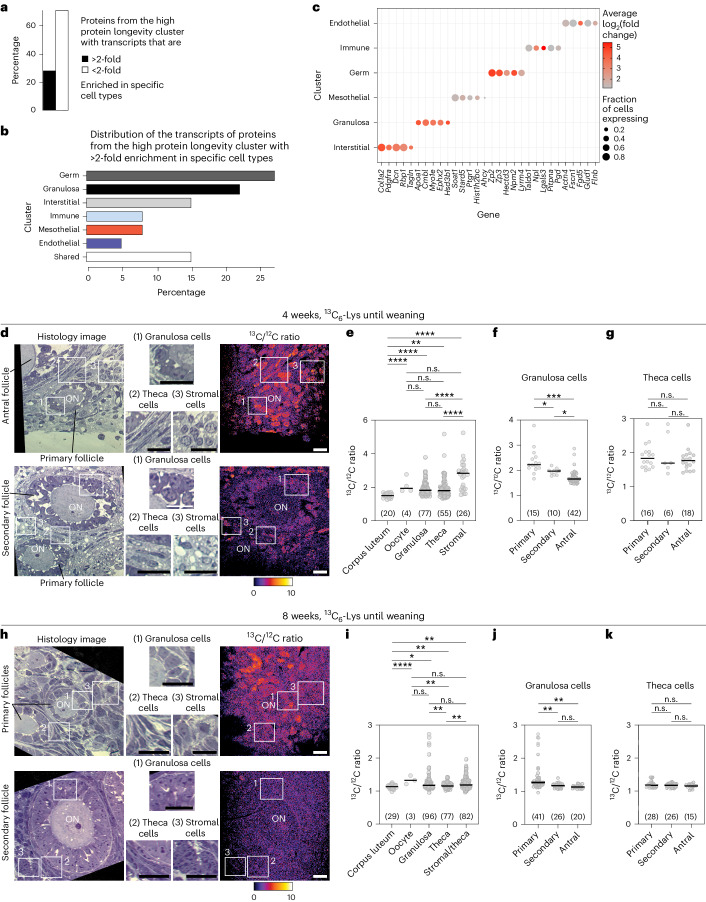
Subsets of granulosa, stromal and theca cells are long-lived in the ovary. **a**, Proportion of the proteins from the high protein longevity cluster with greater or less than twofold enrichment of corresponding transcripts in specific cell types in the ovaries of postnatal day 2 mice. **b**, Distribution of the transcripts of the proteins from the high protein longevity cluster with greater than twofold enrichment in specific cell types of the ovaries of postnatal day 2 mice. **c**, Dot plot showing the expression patterns of the transcripts of the proteins from the high protein longevity cluster. Size of the dot represents the proportion of the cells expressing the gene, colour denotes log_2_(fold change) in the one versus all cell types differential gene expression test. **d**–**k**, NanoSIMS imaging of ovaries from 4-week-old (**d**–g) and 8-week-old (**h**–**k**) mice that were pulsed with ^13^C_6_-Lys until weaning (3 weeks after birth), followed by a chase period with ^12^C_6_-Lys. **d**,**h**, Histological sections of ovarian tissue (first column on the left). Insets show magnified areas highlighted in the histological sections (middle section of **d** and **h**). ^13^C_6_/^12^C_6_ ratio image for the indicated histological sections and corresponding values are given on the right-hand side of the magnified insets. **e**,**i**, Dot plots showing ^13^C_6_ /^12^C_6_ signal in different ovarian cell types. **f**,**j**, Dot plots showing ^13^C_6_ /^12^C_6_ signal of granulosa cells in the primary, secondary and antral follicles. **g**,**k**, Dot plots showing ^13^C_6_ /^12^C_6_ signal of theca cells in the primary, secondary and antral follicles. Numbers of analysed cells are shown in parentheses. *P* values were calculated using unpaired two-tailed Student’s *t*-test. n.s., not significant; *P ≤ 0.05; **P ≤ 0.01; ***P ≤ 0.001; ****P ≤ 0.0001. Scale bars, 10 µm. Source data

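The share of cells with a UMI depends on the depth of each cell type. Germ-like cells had a median of 76728 UMIs in replicate 1 and 48507 in replicate 2, interstitial-like cells 6450.5 and 4981, and granulosa-like cells 9817.5 and 9140. A UMI of Zp3 was found in 89.0% ± 8.95 of germ-like cells (SD, n = 2 libraries) and in 3.15% ± 0.332 of interstitial-like cells, which should lack it, and at most in 6.44% ± 1.70 among the other types (mesothelial-like). With every cell thinned to an equal number of UMIs and shallower cells left out, the shares were 64.1%, 1.15% and 0.849%. Col1a2 was found in 99.5% ± 0.161 of interstitial-like cells in 23.7% ± 1.81 of granulosa-like cells and in 25.4% ± 2.32 of germ-like cells, or 97.6%, 5.97% and 3.08% after thinning. Hsd3b1 was found in 23.0% ± 12.0 of granulosa-like cells, 31.5% in replicate 1 and 14.6% in replicate 2, against 0.449% ± 0.245 of interstitial-like and 2.39% ± 0.215 of germ-like cells. Soat1 was found in 91.3% ± 1.20 of mesothelial-like cells, but also in 76.5% ± 2.06 of granulosa-like and 38.9% ± 1.57 of interstitial-like cells. After thinning these shares were 49.4%, 30.9% and 14.3%. In germ-like cells the share of Soat1 was 58.1% ± 6.46, and 5.15% after thinning. Lgals3 was found in 37.9% of the 29 immune-like cells of replicate 1 and 18.9% of the 53 of replicate 2, against 0.108% ± 0.042 of interstitial-like, 9.04% ± 1.60 of germ-like and 7.89% ± 4.40 of mesothelial-like cells. After thinning, the mean share was 15.9% of immune-like, 0.344% of germ-like and 0.977% of mesothelial-like cells, and the immune-like cells had medians of 9276 and 6728 UMIs before it. Fgd5 was found in 47.9% ± 0.657 of endothelial-like cells, with medians of 13875 and 5357 UMIs, against 0.779% ± 0.124 of interstitial-like and 2.46% ± 2.37 of granulosa-like cells, and in 9.84% of endothelial-like and 0.316% of granulosa-like cells after thinning. Of the 30 shares for the genes of Fig. 5c in their cell types, 29 changed on thinning by more than the spread between the libraries. Thinning removes UMIs, so a fall in such shares was bound to follow, and the count shows only that they depend on depth.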

To test this hypothesis, we used NanoSIMS, which is suitable to assess the local ^13^C /^12^C ratio in a tissue^27^. We collected ovaries from mice that had obtained ^13^C_6_-Lys feed until weaning (3 weeks of age), and had subsequently obtained ^12^C_6_-Lys feed until 4 (Fig. 5d–g) or 8 weeks of age (Fig. 5h–k). We then measured the ratio of ^13^C /^12^C in oocytes, granulosa cells (surround the oocyte inside follicles), theca cells (line the surface of follicles), luteal cells (form the corpus luteum that develops from the follicle upon ovulation) and stromal cells (cells that reside between follicles in the ovary).

Cells of the short-lived corpus luteum had the lowest ^13^C /^12^C ratio of all cell types (Fig. 5e,i). Interestingly, the highest ^13^C /^12^C ratios were observed for subsets of stromal cells, granulosa cells, theca cells and oocytes (Fig. 5e). Then we examined the ^13^C /^12^C ratio for granulosa cells from follicles of different sizes (Fig. 5f,j). The ratios were highest for granulosa cells in small primordial and primary follicles, suggesting that the follicle cells that surround the oocytes during storage are particularly long-lived, and that their long-lived proteins are diluted with newly synthesized proteins as the follicles grow. We cannot currently determine which exact proteins are long-lived in each of these cell types, but this may be possible with future developments in single-cell MS^28^. We conclude that not only oocytes and their proteins are long-lived in the ovary, but also subsets of somatic cells and their proteins, including granulosa and stromal cells, as well as individual cells in the theca.

### Proteostasis is maintained in aged oocytes

Impaired proteostasis can lead to the accumulation of misfolded proteins, resulting in protein aggregation, which is a major pathological hallmark of various age-related disorders such as Alzheimer’s and Parkinson’s diseases^29^. To investigate the vulnerability of oocytes to age-related protein aggregation, we stained aggresomes in fully grown oocytes from young (9 weeks) and aged (65 weeks) mice with the ProteoStat dye (Fig. 6a). Strikingly, aggresomes were not increased in aged oocytes compared to young oocytes (Fig. 6a–c). By contrast, we observed increased aggresome staining in brain sections of aged mice compared with young mice, consistent with previous studies^30^ (Fig. 6d–f). This indicates that protein aggregation does not increase with age in oocytes. In line with this result, aggresomes were also not increased in early follicles from aged mice (Fig. 6g).

**Fig. 6:**
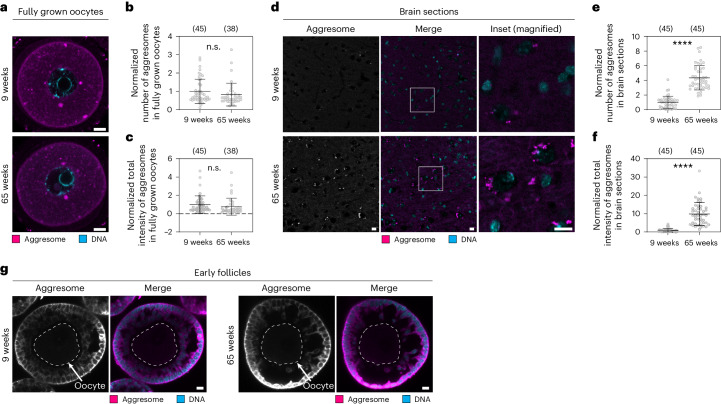
Protein aggregation does not increase in aged oocytes. **a**, Representative immunofluorescence images of fully grown, germinal vesicle stage mouse oocytes from 9-week-old and 65-week-old mice stained with the ProteoStat aggresome dye. Magenta, aggresome (ProteoStat); cyan, DNA (Hoechst). **b**, Dot plot showing number of ProteoStat-positive structures in oocytes as shown in **a**. **c**, Dot plot showing total intensity of ProteoStat-positive structures in oocytes as shown in **a**. **d**, Representative immunofluorescence images of brain slices from 9-week-old and 65-week-old mice stained with the ProteoStat aggresome dye. Magenta, aggresome (ProteoStat); cyan, DNA (Hoechst). **e**, Dot plot showing number of ProteoStat-positive structures in brain slices as shown in **d**. **f**, Dot plot showing total intensity of ProteoStat-positive structures in brain slices as shown in **d**. **g**, Representative immunofluorescence images of early follicles from 9-week-old and 65-week-old mice stained with the ProteoStat aggresome dye. Magenta, aggresome (ProteoStat); cyan, DNA (Hoechst). No obvious aggresome accumulation was detected in either age group. All data from two independent experiments. Number of analysed oocytes and brain areas are in parentheses. Data are shown as mean ± s.d. *P* values were calculated using unpaired two-tailed Student’s *t*-test. n.s., not significant; ****P ≤ 0.0001. Scale bars, 10 µm. Source data

Another hallmark of impaired proteostasis is a decay in proteasomal activity^31^. We therefore compared proteasomal activity in aged and young oocytes with a reporter assay^32^. In this assay, a reporter construct consisting of the proteasome substrate Ub(G76V)-mClover3 and mScarlet, separated by a self-cleaving T2A peptide, is expressed. The proteasomal activity can be inferred from the ratio of mClover and mScarlet signal intensity. As expected, proteasome-inhibited oocytes (MG-132) expressing this construct accumulated both mScarlet and Ub(G76V)-mClover3, whereas control oocytes (DMSO) only accumulated mScarlet but not Ub(G76V)-mClover3 due to constant proteasomal degradation (Fig. 7a–c). Ub(G76V)-mClover3 was efficiently degraded in both young (9-week) and aged (65-week) oocytes (Fig. 7d,e), with no significant difference in the mClover3/mScarlet ratio.

**Fig. 7:**
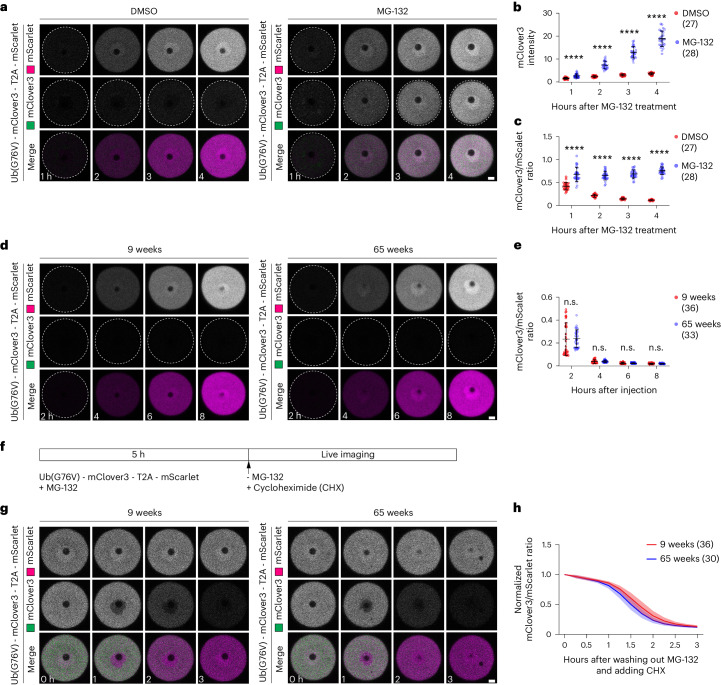
Proteasomal activity does not decay in aged oocytes. **a**, Time-lapse images of mouse oocytes from 9-week-old mice expressing Ub(G76V)-mClover3-T2A-mScarlet in the presence of DMSO or 10 μM MG-132. Time is given as hours after DMSO or MG-132 treatment. **b**, Quantification of the mean fluorescence intensity of mClover3 in oocytes as shown in **a**. **c**, Quantification of the fluorescence intensity ratio of mClover3 to mScarlet in oocytes in **a**. **d**, Time-lapse images of mouse oocytes from 9-week-old and 65-week-old mice expressing Ub(G76V)-mClover3-T2A-mScarlet. Time is given as hours after injection of the reporter mRNA. **e**, Quantification of the fluorescence intensity ratio of mClover3 to mScarlet in oocytes in **d**. **f**, Schematic diagram of the experiment shown in **g**. Ub(G76V)-mClover3 and mScarlet were expressed for 5 h in the presence of MG-132, which blocks the degradation of Ub(G76V)-mClover3. MG-132 was then washed out and oocytes were imaged in the presence of the translation inhibitor cycloheximide (CHX), which blocks the synthesis of new proteins. **g**, Time-lapse images of mouse oocytes from 9-week-old and 65-week-old mouse oocytes expressing Ub(G76V)-mClover3-T2A-mScarlet. Experiment was performed as shown in **f**. Time is given as hours after MG-132 washout and CHX wash-in. **h**, Line graph showing normalized fluorescence intensity ratio of mClover3 to mScarlet in oocytes in **g**. All data from two independent experiments. Number of analysed oocytes in parentheses. Data are shown as mean ± s.d. *P* values were calculated using unpaired two-tailed Student’s *t*-test. n.s., not significant; ****P ≤ 0.0001. Scale bars, 10 µm. Source data

To compare the degradation kinetics in both age groups, both young and aged oocytes were allowed to first accumulate Ub(G76V)-mClover3 and mScarlet by MG-132 inhibition, followed by MG-132 washout and live imaging (Fig. 7f). Ub(G76V)-mClover3 was degraded at a similar rate in both young and aged oocytes, with a slightly higher degradation speed in aged oocytes (Fig. 7g,h). Together, these data establish that proteasomal activity does not decay in aged oocytes.

### Important long-lived proteins are lost with ovarian aging

Together, our data establish that proteostasis in oocytes and the ovary involves extreme longevity of a wide range of proteins. Although slow protein turnover can have a positive effect on cellular and organismal longevity^33–39^, the eventual decline in long-lived proteins can contribute to aging^15,40–42^. We hence investigated changes in the protein composition of the ovary during ovarian aging (Extended Data Fig. 6a). To this end, we quantified the abundance of 8,890 proteins in ovaries from females at 1 day, and 1, 2, 3, 5, 9, 12 and 50 weeks of age using DIA-MS analysis (Extended Data Fig. 6a, Supplementary Table 6 and Supplementary Data 1).

First, we performed a cluster and gene set enrichment analysis (GSEA) on the data (Supplementary Table 7). GSEA revealed a significant upregulation of pathways associated with active cell division and protein biogenesis (including translation, mitotic spindle checkpoint, RNA processing, ribosome biogenesis and meiotic cell cycle) at 3–5 weeks of age, followed by a steep downregulation of these pathways at 9 weeks of age, when FVB/N female mice have reached full fertility (Extended Data Fig. 6a,b). Interestingly, proteins related to aerobic respiration and oxidative phosphorylation (Extended Data Figs. 6b and 7a,b), microbodies, steroid metabolic process, lipid biosynthesis and mitophagy increased around this time. Proteins related to the regulation of acute inflammatory response (Extended Data Figs. 6b and 7c) and the humoral immune response (Extended Data Figs. 6b and 7d) gradually increased in abundance from 3 weeks onwards, reaching a maximum at 50 weeks, which is consistent with the reported increase in inflammation in the ovary with advancing female age^43^.

We then focused on the time period from when the females were fully fertile (9 weeks and 12 weeks), to when fertility has markedly declined (50 weeks; Fig. 8a). First, we performed a protein abundance cluster analysis, which revealed six groups of proteins with distinct trends in relative abundance during this period (Fig. 8b and Supplementary Table 8).

**Fig. 8:**
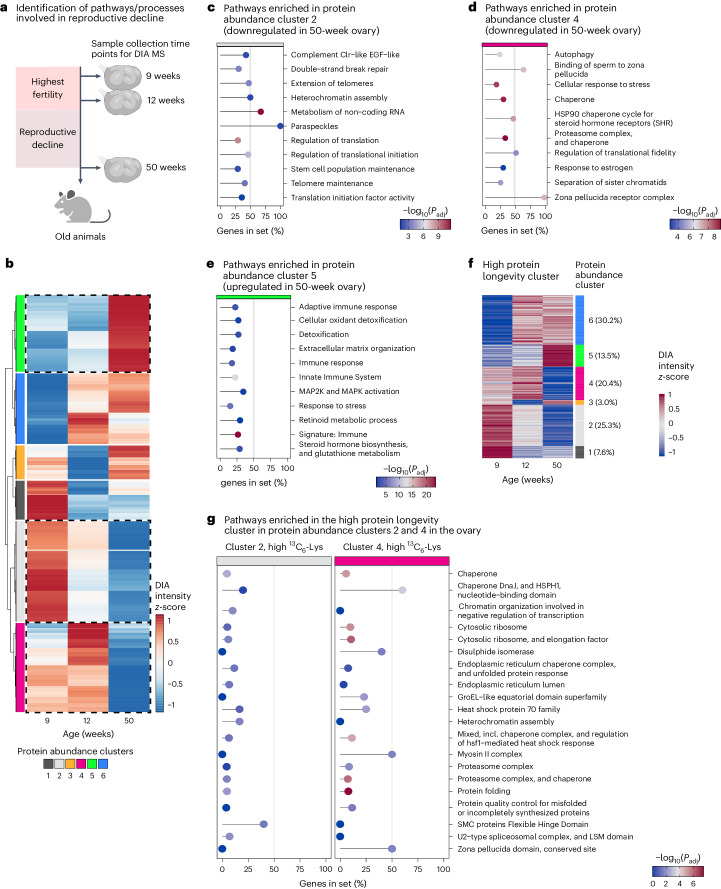
Proteostasis networks are lost with ovarian aging and decreased fertility. **a**, Schematic overview of experimental design. Ovaries were collected from female mice at three time points (9-, 12- and 50-week-old mice; three animals per time point analysed). Samples were processed for DIA-MS. **b**, Cluster analysis of protein abundances during reproductive decline. Normalized DIA-MS data for 9-, 12- and 50-week-old ovaries were subject to clustering to minimize variance within clusters. Dendrogram of resulting clusters is shown on the left. Colours indicate DIA intensities centred to a mean of 0 and s.d. of 1 on per protein basis. Resulting protein abundance clusters are highlighted with different colour keys. (**c-e**) Pathway over-representation analysis of protein abundance cluster 2 (**c**), cluster 4 (**d**) and cluster 5 (**e**). **f**, Heatmaps showing protein abundance change for the high protein longevity cluster with assignment to protein abundance clusters. **g**, Pathway over-representation analysis of high protein longevity cluster proteins in protein abundance clusters 2 and 4 in the ovary. **c–e** and **g** show the proportions of genes detected in the gene set with their respective adjusted *P* values for the most prominent pathways. The *P* values are based on the hypergeometric test and have been adjusted for multiple hypothesis testing with Benjamini–Hochberg procedure. For the complete list of enriched pathways and their corresponding exact *P* values, see Supplementary Table 9. Source data

Protein abundance clusters 2 and 4 were of particular interest as they contained proteins that were abundant in 9- and 12-week-old females, but dropped steeply in 50-week-old females, when female fertility declines (Fig. 8c,d). Cluster 2 was significantly enriched in processes with important functions related to ovarian aging or aging in general, including stem cell division proteins, telomere proteins, heterochromatin assembly proteins and DNA double-strand break repair proteins (Fig. 8c and Supplementary Table 9). Cluster 4 was enriched in proteins involved in autophagy (Fig. 8d and Supplementary Table 9), which can promote cellular longevity^44^, as well as many heat shock proteins and chaperones, which promote cellular longevity by protecting cells against protein misfolding and aggregation^38,39^. Cluster 4 also contained zona pellucida proteins, which are required for sperm binding, as well as cohesion proteins. Ovarian aging has been attributed to multiple processes that overlap with the enriched gene ontology terms, including a decline in the ability to repair DNA double-strand breaks^45–47^, a decline of telomere function^48,49^, alterations in the oocyte’s zona pellucida^50,51^ and a decline in cohesion function^52–55^. Changes in the levels of related proteins could contribute to these defects, and also reflect alterations in the cellular composition of the aging ovary, including a decline in follicle numbers.

Protein abundance cluster 5 contained proteins that were steeply upregulated in the ovaries of 50-week-old females (Fig. 8b) and was enriched in inflammatory response proteins, immune proteins, proteins involved in retinoic acid synthesis, detoxification-related proteins, response to stress proteins, oxygen-related proteins, proteins related to mitogen-activated protein kinase (MAPK) signalling, extracellular matrix proteins and hormone biosynthesis proteins (Fig. 8e and Supplementary Table 9). These ontology terms overlap with known alterations in the aging ovary (that is, an increase in inflammation and fibrosis)^43,56^, and reveal additional candidate pathways that have not yet been linked to ovarian aging, including for instance a potential function for retinoids in the aging ovary.

Importantly, many extremely long-lived proteins also declined in the aging ovary (Fig. 8f; Extended Data Fig. 8). Proteins with protective functions and proteins of the proteostasis network were prominently enriched in this group, including chaperones, heat shock proteins, chaperonins, disulfide isomerases, proteasomal and ribosomal proteins, and other proteins that promote protein folding or protein quality control (Fig. 8g and Supplementary Table 10). Thus, a large number of long-lived proteins with key functions in maintaining proteostasis in cells were significantly decreased in the aged ovary. In addition, long-lived proteins involved in other essential processes, such as heterochromatin organization, were decreased (Fig. 8g). We conclude that ovarian aging is associated with extensive changes in the ovarian proteome and a decrease of important long-lived proteins.

## Discussion

Our data establish that many proteins in oocytes and the ovary are unusually stable, with half-lives well above those reported in other cell types and organs, including the liver, heart, cartilage, muscle and the brain^19–21,41,57,58^. Our data confirm the longevity of various proteins, including histones, components of nuclear pore complexes and mitochondria^40,59–62^. Unexpectedly, however, the half-lives of many proteins are much higher in the ovary than in other organs, and many additional proteins are uniquely long-lived in the ovary. These include many proteins involved in proteostasis, and in critical cellular machines, such as mitochondria, ribosomes, proteasomes and cytoskeletal assemblies. In addition, proteins in key metabolic pathways, such as glycolysis, the pentose phosphate pathway, the citrate cycle and fatty acid beta oxidation are extremely long-lived.

Oocytes must be stored in the ovary for more than a year in mice, and for decades in humans. Our study shows that germline maintenance involves extraordinary stability of hundreds of proteins, many of which persist throughout the life of the mouse. This extreme protein stability could provide major advantages for safeguarding the germline across generations.

Oocytes and their supporting somatic cells are formed before birth, but only become activated again much later, when puberty resumes^63^. This likely allows for adaptations in proteostasis that would not be possible in other cell types. A reduction in protein turnover has been shown to promote proteostasis, cellular longevity and high organismal lifespan^33–37^. Oocytes might similarly use this strategy to preserve a wide range of their components. For example, oocytes provide all of the mitochondria to the developing embryo^64,65^ and must therefore preserve mitochondria with minimal damage. A wide range of mitochondrial proteins were extremely stable in both oocytes and ovaries, indicating that mitochondrial components persist for exceptionally long periods of time.

High protein turnover is associated with ATP consumption^66,67^, and therefore requires high mitochondrial activity, which generate reactive oxygen species^68^, a major driver of cellular damage. Notably, oocyte mitochondria are largely inactive^69^, and many longevity promoting interventions reduce mitochondrial activity and protein synthesis^70,71^. Thus, low mitochondrial activity and low protein turnover may be regulatory and functionally coupled in mammalian oocytes. In support of this point, the levels of mTOR signalling-related proteins suggest that mTOR signalling is relatively low in young ovaries and increases with age (Extended Data Fig. 8c). Low mTOR signalling leads to low mitochondrial activity and low protein turnover^72–74^, and is therefore likely to be a regulatory mechanism that drives high protein longevity and low mitochondrial activity in the young ovary.

The extreme longevity of mitochondrial proteins and core cellular machinery is accompanied by an extreme longevity of several chaperones and heat shock proteins, including the major mitochondrial heat shock protein HSPD1. Proteins that protect against oxidative damage, such as peroxiredoxins, SOD2 and disulfide isomerases, were also extremely long-lived. These proteins likely promote the high longevity, proper folding and function of other proteins in the oocyte and ovary. In addition, the compartmentalization of subsets of proteins into specialized structures, such as the Balbiani bodies^75,76^ or cytoplasmic lattices^77^ may help to preserve their stability and function.

Our data suggest that these adaptations in proteostasis help to prevent the accumulation of damage in the germline. Notably, protein aggregation did not increase in aged oocytes and early follicles (Fig. 6a–c,g), and proteasomal activity was not diminished (Fig. 7d–h). This is in stark contrast to the brain, which showed a significant increase in protein aggregation over the same time period (Fig. 6d–f) and exhibits a decay in proteasomal function^29–31^.

Although reduced protein synthesis has beneficial effects on cellular longevity and proteostasis, the eventual loss of highly stable proteins may contribute to the demise of oocytes and the ovary with age. Previous work has shown that the cohesin subunit REC8 is long-lived in oocytes^15–17^, and that its age-related decline is a driver of the increase in oocyte aneuploidy with advancing female age^52,53^. Our data support the hypothesis that other cohesin subunits and regulatory proteins are also very long-lived and show an age-related decline, including SMC3, SMC1A and PDS5B. Many other proteins associated with chromatin organization are also long-lived, including HDAC1, SAP30, HIRA, RIF and DNMT3A, and many of them decrease in abundance in the aging ovary. We also observed a decrease in long-lived proteins required for maintaining protein homeostasis in aged ovaries. Thus, although the mechanism of increasing protein longevity and enhancing proteostasis improves some of the senescent characteristics in oocytes, it cannot fully prevent female germline senescence.

In addition, our analysis suggests candidate proteins and pathways for age-related changes in the ovary that are not yet understood at the molecular level. For example, we identified many apoptosis-promoting proteins that are upregulated in the aging ovary and may be involved in the age-related decline in follicle number. We also identified prominent age-related changes in the abundance of proteins involved in DNA damage repair, protection against oxidative damage, chromatin organization, epigenetic regulation, mitochondria and telomeres, which may contribute to the previously reported age-related changes in oocytes and ovaries^45–49,78–87^.

Finally, our data show that not only oocytes, but also subsets of ovarian somatic cells are highly enriched in long-lived proteins. These include granulosa cells of early-stage follicles, as well as subsets of thecal and stromal cells. The functions of stromal cells are only poorly understood^88^, and will be an exciting topic for future studies. Taken together, these findings are consistent with a model in which ovarian aging is driven not only by oocyte aging, but also by the aging of somatic cells in this organ^89–92^.

## Methods

### Ethics

The maintenance and handling of all FVB/N and CD1 mice was performed in the MPI-NAT animal facility according to international animal welfare rules (Federation for Laboratory Animal Science Associations guidelines and recommendations). Requirements of formal control of the German national authorities and funding organizations were satisfied, and the study received approval by the Niedersächsisches Landesamt für Verbraucherschutz und Lebensmittelsicherheit (LAVES).

### Mouse oocyte and ovary collection and preparation

FVB/N mice fed with ^13^C_6_-Lys feed were kept in static filter cages from Ehret. All other mice were kept in a Blue Line IVC system from Techniplast. All mice were kept in rooms with constant temperature of 21 °C and the humidity of 55%. The light/dark rhythm was 12:12 hours, from 05:00 to 17:00. Health monitoring was carried out in accordance with Federation of European Laboratory Animal Science Associations recommendations with large annual examinations in January and smaller scale in May and September. This study investigates protein turnover and abundance in ovaries and oocytes, and hence, only animals of female sex were analysed.

All ^13^C_6_-Lys feed was purchased from Silantes. Fully ^13^C_6_-labelled FVB/N female mice were created by successive matings and a diet consisting exclusively of ^13^C_6_-Lys feed (Extended Data Fig. 1a). F0 females were fed ^13^C_6_-Lys feed for 8 weeks, starting from the week 3 after birth, after which they were mated with wild-type FVB/N males who were kept on a standard diet. The F1 pups born from this mating and the F0 mother were further fed together with ^13^C_6_-Lys-feed until weaning. Thereafter, only F1 offspring was further fed ^13^C_6_-Lys feed. Upon reaching sexual maturity, F1 ^13^C_6_-Lys-fed females were mated with wild-type FVB/N males who were kept on a standard diet. The pups of the F2 generation were the first generation of mice used for experiments. Females of F1 generation were mated continuously to produce experimental animals. Fully labelled ^13^C_6_-Lys-breeders were periodically substituted by the pups from the fully labelled offspring. The percentage of labelling, as highlighted in Extended Data Fig. 1, was determined by MS analysis of blood samples from F0, F1 and F2 animals as described below (Extended Data Fig. 1b–e). We also analysed percentage of labelling in oocytes of F1 generation (Extended Data Fig. 1d), which was similar to the percentage of labelling observed from blood samples (Extended Data Fig. 1c). The F2 offspring had a 98.7% ^13^C_6_-Lys labelled proteome (Extended Data Fig. 1e).

The offspring of fully labelled females were moved to a wet nurse ^12^C_6_-Lys-fed CD1 female within 24 h after birth (Figs. 1a and 2a) or were kept with the ^13^C_6_-Lys female breeders until weaning (3 weeks after birth) to provide a longer ‘pulse’ period before the ‘chase’ diet of ^12^C_6_-Lys feed (Fig. 2b). All animals were fed ad libitum and had unrestricted access to water.

For MS analyses, oocytes were collected from 8-week-old mice (±24 h). Oocytes were prepared in the homemade M2 medium without bovine serum albumin (BSA, Fisher BioReagents; BP9700100), supplemented with 250 µM dbcAMP (Sigma; D0627) to maintain oocytes in the prophase arrest. Upon collection, oocyte samples were snap-frozen in liquid nitrogen in <5 µl of media and stored at −80 °C. All ovaries collected for MS analysis were prepared in M2 medium without BSA or in phosphate-buffered saline (PBS) prior to snap freezing and storing at −80 °C. Ovaries prepared from mice between the age of 6 and 30 weeks were dissected to remove medulla.

### Estimation of the mouse oocyte volume

The diameters of oocytes in primordial follicles were measured from archived paraffin-fixed ovarian slices imaged with the Zeiss LSM800. The diameters of germinal vesicle (GV) oocytes were measured from archived fixed and live confocal images of GV oocytes imaged with the Zeiss LSM800. The volume of the oocytes was then estimated using the formula *v* = 4/3π × *r*^3^, where *r* is radius.

### Estimation of mouse ovarian volume

Ovaries from FVB/N mice were collected at 24 h, 48 h, 1, 2, 3, 6, 9, 12, 30, 50 and 65 weeks after birth. Excess fat and tissue were removed from the organs, before they were placed into a 35 mm imaging dish and measured on a Zeiss LSM800 confocal microscope. A shelf consisting of three glass cover slip pieces was created in order to hold the ovaries in place without impacting the dimensions of the ovaries themselves; the glass cover slip pieces were affixed to the imaging dish using double-sided tape, and placed in a U-shape. Each ovary was placed within the U-shaped shelf and submerged in a drop of homemade M2 medium, before its dimensions were measured using the *x*, *y* and *z* coordinates of the ovary edge as observed using the transmission light on a Zeiss LSM800 microscope. The volume of the ovaries was then estimated by using the formula *v* = *lwh* (length × width × height).

### Preparation of mouse blood samples for MS measurements

Blood (20 µl), taken from orbital plexus from F0, F1 or F2 ^13^C_6_-Lys-fed FVB/N males, was supplied with 80 µl urea lysis buffer (6 M urea, 10 mM HEPES-NaOH pH 8.0) following incubation on ice for 20 min and sonication for 10 min with 30 sec on/off cycles at 4 °C using the highest output level (Bioruptor, Diagenode). Lysate was cleared at 13,000*g*, 10 min, 4 °C. Protein concentrations were determined using Bradford assay (Bio-Rad) and further sample processing was performed on 20 µg protein amount.

### Preparation of mouse oocyte samples for MS measurements

For DDA MS measurements, two sets of oocytes (*n* = 2,475 and *n* = 2,473) were obtained from 8-week-old mice (^12^C_6_-Lys chow after birth until they were 8-weeks old) born from ^13^C_6_-Lys-labelled females. The oocytes were suspended in 80 µl SDS lysis buffer (4% [w/v] SDS, 150 mM NaCl, 50 mM HEPES-NaOH pH 7.5, 2 mM DTT, 0.5% [v/v] NP40, 1X Roche complete protease inhibitors-EDTA). Oocytes were lysed for 10 min at 99 °C followed by sonication for 10 min with 30 sec on/off cycles at 20 °C using the highest output level (Bioruptor, Diagenode). Samples were further processed as specified below.

### Preparation of mouse ovary samples for MS measurements

For DDA MS measurements, mouse ovaries were collected from female pups pulsed with ^13^C_6_-Lys until birth at 24 h, 48 h, 1, 2, 3, 6, 9, 12, 30, 50 and 65 weeks after birth, and for the mice that were pulsed with ^13^C_6_-Lys until weaning at 6, 9, 12, 30, 50 and 65 weeks after birth. For protein abundance DIA-MS measurements, mouse ovaries were collected from wild-type FVB/N females at 24 h, 1, 2, 3, 5, 9, 12 and 50 weeks after birth. For all experiments and all time points, three biological replicates were collected, each containing two ovaries from a single animal. Small ovaries (24 h and 48 h time points) were suspended in 40 µl SDS lysis buffer and lysed for 10 min at 99 °C and by sonication for 10 min with 30 sec on/off cycles at 20 °C using the highest output level (Bioruptor, Diagenode). Larger ovaries (1 week onwards) were suspended in 100 µl SDS lysis buffer and ten Zirconia/Silica beads (2.3 mm; BioSpec Products; 11079125Z) were added to each sample. Lysis was performed using a FastPrep-24 benchtop homogenizer (MP Biomedicals) for three 20 sec on/off cycles at 5.5 m s^–1^ following incubation for 10 min at 99 °C and lysate clearance at 17,000 *×g*, 5 min. Protein concentrations were measured for samples derived from 1-week-old and older mice using Bradford (Bio-Rad) or Pierce BCA Protein Assay Kit (ThermoFisher Scientific) according to manufacturer’s instructions and further sample processing was performed starting with 50 or 300 µg protein amount for DIA or DDA ovary analyses, respectively.

### Protein digestion and sample cleanup

F0 blood samples were processed by in-gel digestion according to ref. ^93^. Samples were loaded onto a 4–12% NuPAGE Novex Bis-Tris Minigel (Invitrogen), following Coomassie staining. The protein containing lane was cut into 23 pieces. Proteins were reduced with dithiothreitol (DTT), alkylated with iodoacetamide (IAA) and digested overnight with trypsin (Serva; T6567). Tryptic peptides were extracted from gel pieces, dried in a vacuum concentrator and resuspended in MS buffer for LC-MS/MS measurements. F1 and F2 blood samples were processed in solution. Samples were adjusted to 20 µl using urea lysis buffer followed by reduction of proteins using 5 mM DTT and incubation for 30 min, 25 °C, 650 r.p.m., and alkylation with 20 mM IAA for 30 min, 25 °C, 650 r.p.m., in the dark. Samples were diluted to a final urea concentration of 0.5 M using 50 mM NH_4_HCO_3_. Protein digest was performed using trypsin (Promega; V5111) at a 1:20 enzyme-to-protein mass ratio and incubation overnight at 37 °C, 650 r.p.m. Desalting of blood samples was performed as described below.

Oocyte and ovary lysates were diluted to 1% (w/v) final SDS concentration using 100 mM NH_4_HCO_3_ (for oocytes) or 50 mM HEPES-NaOH pH 7.5 (for ovaries) and incubated with 250 U (DIA oocyte samples and DDA/DIA ovary samples) or 500 U (DDA oocyte samples) Pierce Universal Nuclease (ThermoFisher Scientific; 88700) and 1 mM MgCl_2_ for 30 min, 37 °C, 300 r.p.m. Proteins were reduced with 5 mM DTT for 30 min, 37 °C, 300 r.p.m.; alkylated with 10 mM iodoacetamide for 30 min, 25 °C, 300 r.p.m., in the dark; and quenched with 5 mM DTT for 5 min, 25 °C, 300 r.p.m. Proteins were further purified according to the bead-based SP3 preparation method^94,95^ to remove detergents. Briefly, carboxylate modified magnetic beads (Cytiva; 65152105050350, 45152105050250) were added at a 1:10 protein-to-bead mass ratio and acetonitrile (ACN) was added to 50% (v/v) to induce protein binding to the beads. Washing was performed three to five times with 80% EtOH and once with 100% ACN. For protein digestion, the beads were suspended in 100 mM NH_4_HCO_3_ with trypsin and rLys-C (Promega; V5111, V1671) at a 1:20 ratio assuming a protein amount of 25 ng per oocyte and 50 µg total protein amount for 24 h and 48 h old ovaries. The digestion-bead mix was incubated for 16 h at 37 °C, 1,000 r.p.m. and the digested peptides were collected according to the SP3 protocol. The beads were rinsed once with 50 µl 100 mM NH_4_HCO_3_ and sonicated for 30 seconds. The supernatant was pooled with the collected peptide mix. From DDA oocyte and ovary samples, unfractionated input samples (3%, ‘input’) were removed before desalting and offline fractionation. Desalting of DIA ovary samples was performed as described below and DIA oocyte samples were dried in a vacuum concentrator and resuspended in MS buffer (2% (v/v) ACN, 0.05% (v/v) trifluoroacetic acid (TFA)) and subjected to LC-MS/MS measurements.

Blood samples, DDA oocyte and ovary samples and DIA ovary samples were desalted using C_18_ Micro Spin Columns (Harvard Apparatus; 74-4601) according to manufacturer*’*s instructions. Briefly, samples were adjusted to 0.1% (v/v) formic acid (FA) and loaded onto equilibrated spin columns. Samples were reloaded once and washed three times with 0.1% (v/v) FA. Peptides were eluted using 50% (v/v) ACN, 0.1% (v/v) FA and 80% (v/v) ACN, 0.1% (v/v) FA. Eluants were dried in a vacuum concentrator. Blood samples and DIA ovary samples were resuspended in MS buffer for LC-MS/MS measurements. DDA oocyte and ovary samples were offline fractionated as described below.

### Basic reversed phase sample fractionation

Cleaned-up peptides from DDA samples were dissolved in 35 µl 10 mM NH_4_OH pH 10, 5% (v/v) ACN. Peptides were loaded onto an Xbridge C18 column (Waters; 186003128) using an Agilent 1100 series chromatography system. The column was operated at a flow rate of 60 µl min^–1^ with a buffer system consisting of 10 mM NH_4_OH pH 10 (buffer A) and 10 mM NH_4_OH pH 10, 80% (v/v) ACN (buffer B). The column was equilibrated with 5% B and developed over 64 min using the following gradient: 5% B (0–7 min), 8–30% B (8–42 min), 30–50% B (43–50 min), 90–95% B (51–56 min), 5% B (57–64 min). The first 6 min were collected as one flow-through fraction, followed by 48 × 1 min fractions, which were reduced to 12 fractions by concatenated pooling. For DDA oocyte samples, the last 10 min of each run were collected as one ‘rest’ fraction. All fractions were dissolved in MS buffer for LC-MS/MS measurements.

### LC-MS/MS analysis

Blood samples were measured in duplicate on an Orbitrap Fusion Tribrid Mass Spectrometer (ThermoFisher Scientific), coupled to a Dionex Ultimate 3000 RSLCnano system. Analytes were loaded on a Pepmap 300 C_18_ column (ThermoFisher Scientific) at a flow rate of 10 µl min^–1^ in 0.1% (v/v) FA (buffer A) and washed for 3 min with buffer A. Samples were separated on an in-house packed C_18_ column (30 cm; ReproSil-Pur 120 Å, 1.9 µm, C18-AQ; inner diameter, 75 µm) at a flow rate of 300 nl min^–1^. Sample separation was performed using a buffer system consisting of buffer A and 80% (v/v) ACN, 0.08% (v/v) FA (buffer B). The main column was equilibrated with 5% B, sample was injected and column was washed for 3 min with 5% B. A linear gradient from 10–42% B over 163 min was applied, to separate peptides, followed by 5 min at 90% B and 8 min at 5% B. Peptides were analysed in positive mode using a data-dependent top speed acquisition method with a cycle time of 3 sec. MS1 scans were acquired in an Orbitrap mass analyser with a resolution set to 120,000 FWHM; AGC target was set to standard. MS2 scans were acquired in an Ion Trap with scan rate set to rapid; AGC target was set to 3 × 10^3^ (30%). Precursors selected during MS1 scans (scan range *m*/*z* 350–1,500) were fragmented using 34% normalized, higher-energy collision-induced dissociation (HCD) fragmentation. Further MS/MS parameters were set as follows: isolation width, 1.6 *m*/*z*; dynamic exclusion, 30 sec; maximum injection times (MS1/MS2), 50 ms/dynamic.

Each DDA oocyte fraction was measured in triplicates on a Q Exactive HF-X Hybrid Quadrupole-Orbitrap Mass Spectrometer (ThermoFisher Scientific), DDA ovary and DIA oocyte and ovary samples were measured on an Exploris 480 Mass Spectrometer (ThermoFisher Scientific). Mass spectrometers were coupled to Dionex Ultimate 3000 RSLCnano systems. Pre- and main column setup, flow rates and precolumn equilibration and loading were the same as for blood samples. For DDA oocyte and ovary fractions, a linear gradient from 10–42% B over 103 min was applied for separation of peptides on main column. For DDA oocyte input and rest fractions, peptide separation was performed over 163 and 43 min (10–42% B), respectively. DIA oocyte and ovary samples were separated using a linear gradient from 5–14% in 97 min, followed by 14–32% in 100 min and 32–48% in 27 min and a total of 238 min runtime. For all runs, peptide separation was followed by 5 min at 90% B and 8 min at 5% B. For DDA oocyte and ovary analyses, eluting peptides were analysed in positive mode using a data-dependent top 30 acquisition method. MS1 and MS2 resolution were set to 60,000 and 15,000 FWHM, respectively, and AGC targets were 10^6^ and 10^5^. Further MS/MS parameters were set as follows: scan range, *m*/*z* 350–1,600; HCD collision energy, 30%; isolation width, 1.4 *m*/*z*; dynamic exclusion, 20 sec; maximum injection times (MS1/MS2), 50 ms/54 ms. For DIA analyses, data were acquired using positive mode. MS1 scans were performed using the following settings: resolution, 12,000 FWHM; AGC target, 3 × 10^6^; scan range, 350–1,600 m/z; maximum injection time, 20 ms. Following each MS1 scan, MS2 scans were acquired using tMS^2^ option in Thermo Xcalibur Instrument Setup software, in 70 defined, variable *m/z* windows (Supplementary Table 11). Further MS2 parameters were set as follows: resolution, 30,000 FWHM; AGC target, 10^6^; maximum injection time, 55 ms; HCD collision energy, 30%. For all DDA and DIA measurements, the lock mass option (*m*/*z* 445.120025) was used for internal calibration.

### Peptide database search

Database searches for DDA data were performed using MaxQuant software (version 1.5.2.8 for blood samples and 1.6.0.1 for oocyte and ovary samples)^96,97^. For blood samples, a reviewed (Swiss-Prot) *Mus* *musculus* (strain C57BL/6J) reference proteome database, including canonical protein sequences, was downloaded from UniProt Knowledgebase (date of download: 6 January 2017; 10,090 proteins); for oocyte and ovary samples, a similar database was used that included canonical and isoform protein sequences (date of download: 10 September 2021; 17,077 proteins). For long-lived protein analysis, data were searched with the following settings: enzyme, trypsin/P; multiplicity, 2; heavy labels, Lys6; fixed modifications, carbamidomethyl (C); variable modifications (included in protein quantification), oxidation (M), acetyl (protein N^−^ term) for blood sample data, and oxidation (M), acetyl (protein N^−^ term), deamidation (N), methyl (KR), for other data; match between runs, enabled. For mixed peptide analysis, settings were the same except for multiplicity was set to 1 and Lys6 (^13^C6-K) was set as variable modification. MaxQuant results for F0, F1 and F2 ^13^C_6_-Lys-fed FVB/N male blood samples were further processed using R studio^98^ to determine median peptide ^13^C_6_-Lys incorporation rates for lysine-containing peptides showing *H*/*L* ratios. DIA data were analysed with Spectronaut version 15.7.220308.50606 (ref. ^99^). A spectral library was generated from all DDA oocyte and ovary data, which were analysed using Pulsar search engine platform and the following settings: enzyme, trypsin/P; minimum peptide length, 7; maximum peptide length, 52; fixed modifications, carbamidomethyl (C); variable modifications oxidation (M), acetyl (protein N-term). BGS Factory Settings were used for identification and quantification of proteins from DIA data except for maximum. Top N precursors used for quantity calculation was set to 5. A minimum of two unique peptides per isotope was required for protein quantification.

### Single-cell RNA sequencing

#### Collection and dissociation of postnatal ovaries

The postnatal ovary samples were collected in 1X PBS. For the generation of each single-cell sequencing library, 6 ovaries were collected from 3 different pups from a single pregnant female mouse. The ovaries were dissociated into single cells using 1 mg ml^–1^ Collagenase Type IV (Gibco; 17104019) at 37 °C for 30 min with pipetting at regular intervals, followed by incubation with Accumax (PAN-Biotech; P10-21200) at 25 °C for 5 min with continuous shaking at 500 r.p.m. The sample was triturated for 1 min using wide orifice low retention tips (Mettler Toledo). The reaction was stopped with 0.04% fetal bovine serum, and the cell suspension was passed through 35 µm (Corning; 352235) and 40 µm (Merck; 136800040) cell strainers respectively. Finally, the sample was centrifuged at 400*g* for 5 min at 4 °C, the supernatant was aspirated and the pellet was resuspended in 1X PBS with 0.04% BSA.

#### Generation of single-cell RNA libraries and sequencing

The ovarian single-cell suspensions were loaded onto the 10X Genomics Chromium Single Cell system using Chromium Single Cell 3ʹ Reagent Kits v3 as per manufacturer’s instructions. 

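After removal of low-quality cells and likely doublets, 3625 cells of replicate 1 and 4332 cells of replicate 2 were clustered, and 3607 and 4211 of these received a name. Interstitial-like cells, with the perivascular-like cells counted among them, made up 39.9% of replicate 1 (1448 cells) and 58.6% of replicate 2 (2539 cells). Granulosa-like cells made up 45.4% (1644 cells) and 13.9% (604 cells), and germ-like cells 6.51% (236 cells) and 15.5% (670 cells). Mesothelial-like cells numbered 191 and 314, immune-like cells 29 and 53, and endothelial-like cells 59 and 31. The exact 95% binomial interval of the germ-like share was 5.73% to 7.36% in replicate 1 and 14.4% to 16.6% in replicate 2, so the libraries differed by more than counting error, which is the only error these intervals cover. Because of their depth, germ-like cells supplied 32.2% of the UMIs of the clustered cells in replicate 1 and 48.5% in replicate 2.

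**Figure D2:**
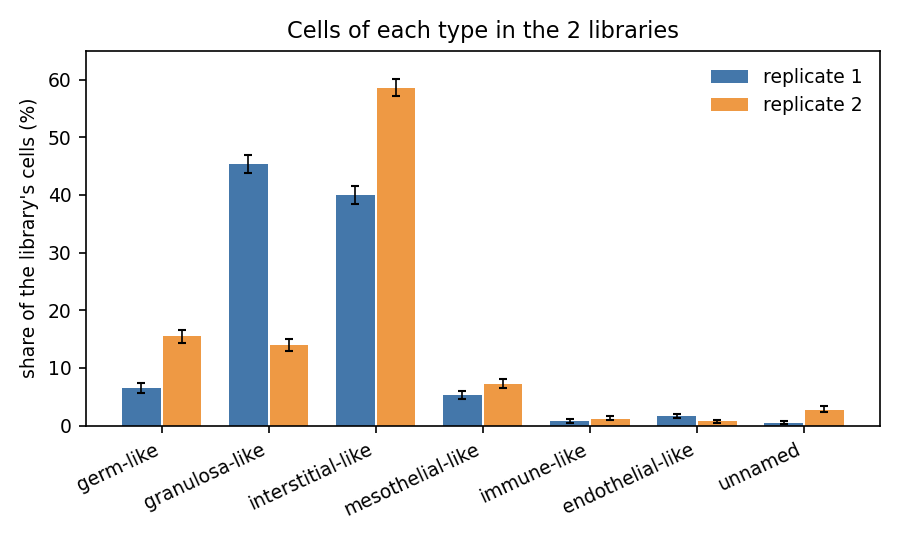
Share of the clustered cells of each library that belongs to each cell type, in percent, for replicate 1 and replicate 2. Error bars are exact 95% binomial intervals, and granulosa-like cells make up 45.4% of replicate 1 and 13.9% of replicate 2.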

Each reaction well was loaded with approximately 12,000 cells to achieve a recovery estimate of about 7,000 cells per library. Single cells were then partitioned into Gel Bead-In Emulsions (GEMs) in the Chromium controller followed by generation and amplification of cDNA molecules with unique 10X barcodes. The single-cell RNA-seq libraries were subjected to pair-end sequencing on Illumina HiSeq 4000 (Sequencing Core Facility, MPI-MG, Berlin, Germany).

### Protein turnover analysis in oocytes and ovaries, and scRNAseq analysis of mouse ovaries

All related information about the oocyte and ovarian proteome analysis, and the single-cell RNA sequencing of mouse ovaries are described in detail in the Supplementary Note 1.

### Aggresome staining

Aggresomes were stained using the ProteoStat Aggresome Detection Kit (Enzo Life Sciences; ENZ-51035-K100) according to the manufacturer’s instructions with some modifications. Early-stage follicles or full-grown oocytes were isolated from 9-week-old or 65-week-old mice and fixed with 2% methanol-free formaldehyde in 1×Assay Buffer for 1 h at room temperature. Fixed oocytes/follicles were washed and permeabilized with 0.5% Triton X-100 in 1×Assay Buffer containing 3 mM EDTA (pH 8.0) with shaking on ice for 1 h. After a brief wash with 1×Assay Buffer containing 0.1% BSA, oocytes/follicles were incubated in 1×Assay Buffer containing 0.1% BSA, 1:2,000 diluted ProteoStat aggresome dye, and 20 µg ml^–1^ Hoechst 33342 for 1 h with shaking at room temperature. The samples were then extensively washed with 1×Assay Buffer containing 0.1% BSA and scanned using a Zeiss LSM880. The ProteoStat aggresome dye was excited with a 561 nm laser line and detected at 579 to 623 nm. Brains isolated from three 9-week-old and three 65-week-old mice were fixed with 4% paraformaldehyde in PBS for at least 5 h on ice and then washed thoroughly with PBS. The fixed samples were placed in 25% sucrose in PBS and gently shaken overnight in a cold room. They were then embedded in OCT Compound (Tissue-Tek; 4583) and sectioned at 14 µm. The brain slices were washed briefly with PBS and treated with the same permeabilization solution as described above for 30 min at room temperature. They were then washed again with PBS and stained with 1:2,000 diluted ProteoStat aggresome dye in 1×Assay Buffer for 30 min at room temperature. After extensive washing with PBS, Vectashield Antifade Mounting Medium with DAPI (VECTOR; H-1200) was added, and the slides were sealed for imaging. Fifteen areas of the cerebral cortex were randomly selected and scanned in each brain.

### Proteasome activity assay

To construct the proteasome activity reporter pGEMHE-Ub(G76V)-mClover3-T2A-mScarlet, Ub(G76V) was amplified from Ub(G76V)-EGFP (a gift from Nico Dantuma, Addgene plasmid 11941)^32^ and assembled into pGEMHE together with three mClover3 sequences and T2A-mScarlet. pGEMHE-Ub(G76V)-mClover3-T2A-mScarlet was linearized with PacI and then transcribed in vitro using the HiScribe T7 ARCA mRNA Kit (NEB; E2065S). The transcribed mRNA was further purified using the RNeasy Mini Kit (Qiagen; 74104). To test whether Ub(G76V)-mClover3 is efficiently degraded in oocytes, 4 pl of 0.3 µM *Ub(G76V)-mClover3-T2A-mScarlet* mRNA was injected into oocytes collected from either 9-week-old or 65-week-old mice, and then imaged in the presence or absence of 10 µM MG-132. After injection, two proteins, Ub(G76V)-mClover3 and mScarlet, were generated because of the presence of the self-cleaving T2A peptide. Ub(G76V)-mClover3 is a proteasome substrate, while mScarlet serves as a control. To follow the degradation kinetics of Ub(G76V)-mClover3, 4 pl of 0.3 µM Ub(G76V)-mClover3-T2A-mScarlet mRNA was injected into oocytes collected from either 9-week-old or 65-week-old mice and expressed for 5 h in the presence of 10 µM MG-132. MG-132 can prevent the degradation of Ub(G76V)-mClover3, allowing it to accumulate in oocytes. MG-132 was then washed out and the oocytes were imaged in medium containing 100 µg ml^–1^ of the translation inhibitor cycloheximide and using a Zeiss LSM880.

### Secondary ion mass spectrometry

#### Sample preparation and embedding for SIMS imaging

Ovaries were collected at 4 and 8 weeks from mice kept with the fully ^13^C_6_-Lys-labelled FVB/N mothers until weaning (3 weeks after birth) and cut carefully into three or four slices (approximately 100–200 µm in thickness, depending on size of ovary), on PBS-soaked filter paper under a stereoscope. Slices were transferred to 2% (w/v) EM-grade glutaraldehyde for fixation (RT, 2 h). Slices were washed in PBS three times, before quenching in 100 mM ammonium chloride for 30 min at RT. Slices were washed in PBS three more times before embedding in LR White resin (medium grade, London Resin Company), according to published protocols^100^. In brief, the samples were dehydrated using a series of ethanol dilutions (30%, 50%, 70% in ddH_2_O), and were then incubated in a 1:1 mixture of LR White and 70% ethanol, before being placed in pure LR White resin, and being finally placed in resin containing LR White accelerator (London Resin Company). A final polymerization was performed at 60 °C. The samples were then processed to 200 nm thin sections, employing an ultramicrotome (type EM UC6, Leica Microsystems), and the sections were mounted on silicon wafers (Siegert Wafer GmbH). Consecutive sections were mounted on glass slides and were stained with a dilution of toluidine blue (1% in H_2_O containing 2% sodium borate), before histological imaging.

#### SIMS imaging and image processing

Imaging was performed using a NanoSIMS 50L instrument (Cameca, France). The negative ion mode was employed, using a 8 kV Cs^+^ primary ion source. The selected imaging area was pre-implanted before imaging for several minutes, with an ion current of approximately 600 pA, to achieve a proper steady-state of ionization. The entrance and aperture slits were optimized for separating isobaric mass peaks optimally, concentrating on imaging ^12^C^14^N^−^ and ^13^C^14^N^−^. Imaging was performed using a primary ion current of 2.5 pA, with an empirically adjusted dwell time. The images of individual samples were taken simultaneously, with identical dwell time, to enable precise isotope ratio calculations. Histology images of the samples were acquired using an Axio Imager M2 upright microscope (Zeiss). These images were overlapped onto the SIMS images, using Adobe Photoshop (2020). ^13^C/^12^C ratios were then determined in regions of interest (ROIs) identified by an experienced user in the histology images, using a self-written routine in MATLAB (the Mathworks) as described previously^100^.

### Statistics and reproducibility

#### Sample size

In the single-cell RNA sequencing and proteomics datasets, no groups of conditions were compared to each other, and therefore, no sample-size calculation was performed.

For the oocyte protein aggregation and proteosomal activity experiments, no statistical methods were used to predetermine sample size. Retrospectively, achieved sample sizes were determined to be adequate based on the magnitude and consistency of measurable differences between groups. Most importantly, sample size per experiment was dictated by the number of oocytes that could be processed for microinjection and live imaging within a reasonable time by the researcher without affecting oocyte quality.

#### Data exclusion

In the oocyte protein turnover experiments (DDA MS), median over technical replicates were only computed if the DDA intensity of ^13^C_6_-Lys labelled protein was detected in at least two out of four technical replicates, otherwise the data point is omitted (set as n.a.). The mean and s.d. of *F* (fractions of ^13^C_6_-Lys labelled proteins) were calculated if *F* was detected in at least one of the two biological replicates.

A protein was defined as ‘heavy only’ if it was detected as ^13^C_6_-Lys labelled protein in at least two out of four technical replicates in at least one biological replicate and there is no signal for ^12^C_6_-Lys labelled protein in any of the four technical replicates of both biological replicates detected. Accordingly, a protein was defined as ‘light only’ if it was detected as ^12^C_6_-Lys labelled protein in at least two out of four technical replicates in at least one biological replicate and if there is no ^13^C_6_-Lys labelled protein in any of the four technical replicates of both biological replicates detected.

No data points were excluded in the oocyte protein aggregation and proteosomal activity experiments.

#### Replication

In the oocyte protein turnover experiments (DDA MS), two sets of oocytes (*n* = 2,475, *n* = 2,473) were obtained from a total of 8-week old mice (^12^C_6_-Lys chow after birth until they were 8-weeks old) born from ^13^C_6_-Lys labelled females. Oocytes from multiple animals were pooled for a single replicate to reach the minimum input required for the MS processing. Each DDA oocyte fraction was measured in quadruplicate.

In the ovary protein turnover experiments (DDA MS) with ^13^C_6_-Lys pulse until birth and ^12^C_6_-Lys chase from birth, ovaries were collected from the female progeny at 11 time points (24 hours, 48 hours, 1, 2, 3, 6, 9, 12, 30, 50 and 65 weeks). For each time point, three biological replicates were collected, each containing two ovaries from a single animal.

In the ovary protein turnover experiments (DDA MS) with ^13^C_6_-Lys pulse until birth and ^12^C_6_-Lys chase from weaning, ovaries were collected from the female progeny at six time points (6, 9, 12, 30, 50 and 65 weeks). For each time point, three biological replicates were collected, each containing two ovaries from a single animal.

In the protein abundance experiments (DIA-MS), ovaries were collected from unlabelled FVB/N female mice at eight time points (24 hours, 1, 2, 3, 5, 9, 12, and 50 weeks). For each time point, three biological replicates were collected, each containing two ovaries from a single animal.

In the single-cell RNA sequencing experiments, each library was generated from six ovaries collected from three different pups in a single pregnant CD1 female mouse.

All data in the oocyte protein aggregation and proteosomal activity experiments are from at least two independent experiments or multiple biological replicates. All attempts at replication were successful.

#### Randomization

The single-cell RNA sequencing and proteomics datasets did not have different treatments or conditions that could be randomized. For the oocyte protein aggregation and proteosomal activity experiments, mouse oocytes were collected from multiple ovaries or animals and then pooled. They were then randomly assigned to different experimental groups.

#### Blinding

The single-cell RNA sequencing and proteomics datasets did not have different groups of conditions, and therefore, these experiments did not require blinding.

For the oocyte protein aggregation and proteosomal activity experiments, the investigators were not blinded to allocation during experiments and outcome assessment, as each experiment was performed by one researcher alone. Thus, blinding during group allocation was not possible to ensure samples received the right treatment or manipulation during experiment. Blinding was also not possible during data analysis as it was performed by the same researcher that conducted the experiment.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Online content

Any methods, additional references, Nature Portfolio reporting summaries, source data, extended data, supplementary information, acknowledgements, peer review information; details of author contributions and competing interests; and statements of data and code availability are available at 10.1038/s41556-024-01442-7.

### Supplementary information

Supplementary Information Supplementary information.

Reporting Summary

Peer Review File

Supplementary Tables Supplementary Tables 1–13.

Supplementary Data 1 Plots of raw abundance values of proteins in unlabelled ovaries at eight different ages (1 day; 1, 2, 3, 5, 9, 12 and 50 weeks) measured using DIA mass spectrometry.

Supplementary Data 2 An atlas of the 2,691 ovarian proteins. The atlas shows the proteins’ raw and log-scaled ^13^C_6_-Lys and ^12^C_6_-Lys MS1 intensities determined by DDA mass spectrometry over time, the modelled data, *H*_1/2_ values (describing the number of days over which the ^13^C_6_-Lys protein fraction decreased by half, considering ovarian growth, changes in protein concentration and the free heavy lysine pool), the ratio of ^12^C_6_-Lys (L) and ^13^C_6_-Lys (H), as well as the changes in their abundance in the ovary throughout development.

Supplementary Data 3 Heatmaps of half-lives of different proteins belonging to different protein complexes and enriched GO terms in the ovary and organs from other studies^19–21^.

Supplementary Data 4 Characterization of the localization of the transcripts encoding the proteins from the high protein longevity in the ovary using single-cell RNA-sequencing of postnatal day 2 ovaries.

### Source data

Source Data Fig. 1 Statistical source data.

Source Data Fig. 2 Statistical source data.

Source Data Fig. 3 Statistical source data.

Source Data Fig. 4 Statistical source data.

Source Data Fig. 5 Statistical source data.

Source Data Fig. 6 Statistical source data.

Source Data Fig. 7 Statistical source data.

Source Data Fig. 8 Statistical source data.

Source Data Extended Data Fig. 1 Statistical source data.

Source Data Extended Data Fig. 2 Statistical source data.

Source Data Extended Data Fig. 3 Statistical source data.

Source Data Extended Data Fig. 4 Statistical source data.

Source Data Extended Data Fig. 5 Statistical source data.

Source Data Extended Data Fig. 6 Statistical source data.

Source Data Extended Data Fig. 7 Statistical source data.

Source Data Extended Data Fig. 8 Statistical source data.

## Data Availability

The scRNAseq datasets are deposited in the NCBI Gene Expression Omnibus database^101^ under accession number GSE237012. The proteomics data are deposited to the ProteomeXchange Consortium via the UCSD MassIVE repository with the dataset identifier MSV000092528 and PXD044113, for MassIVE and ProteomeXchange, respectively^102^. Source data are provided with this paper. All other data supporting the findings of this study are available from the corresponding author on reasonable request.

How the deposited data were processed for this re-analysis (not part of the article)

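Single-cell RNA sequencing was done on 2 libraries of ovaries of CD1 mice at postnatal day 2, each from 6 ovaries of 3 pups. The methods give about 12000 cells loaded and about 7000 expected per library. They name version 3 of the Chromium 3′ reagent kit, whereas the labels of the deposited libraries name version 2, and the values do not settle which was used. The deposited matrices hold whole-number UMI counts per gene and cell from Cell Ranger 3.0.2, limited to barcodes called as cells, with no normalization. The genome build is not named in the files, and positions were taken from the GRCm38 annotation by Ensembl identifier. Of the gene symbols, 458 are duplicated, so genes were followed by their identifiers, and a listed symbol with more than one identifier was taken as its first. The paper refers to Supplementary Note 1 for its filters, clustering and test, which was not available, so those steps were set anew.

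Cells with at least 500 genes and at most 10% mitochondrial counts were kept, 3738 in replicate 1 and 4464 in replicate 2, which removed 356 and 383 cells. Doublets were scored with Scrublet as provided by scanpy 1.11.5 at an expected doublet share of 0.05. The automatic score threshold of replicate 1 (0.19) was applied to both libraries, because the automatic threshold of replicate 2 (0.433) marked 9 cells. This was decided after the scores were seen, and each library's own threshold was added as an alternative. In all, 113 cells (3.02%) and 132 cells (2.96%) were removed as doublets. Counts were scaled to 10000 per cell and log-transformed, and 2000 highly variable genes were chosen, of which 1963 remained without the long-lived genes. Leiden clustering at resolution 1 on 30 principal components and 15 neighbours gave 23 clusters.

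Clusters were named from marker lists fixed before the data were examined. The rule for counting a marker as detected was changed after the clusters were seen, because the first rule, a 2-fold difference from all other cells, left most interstitial-like clusters without a name. Under the rule used, a marker is detected when its mean is at least 2 times the geometric mean across clusters and at least 10% of the cells of the cluster carry it, and a cluster takes the best type among those with at least 3 detected markers. Perivascular-like cells, 51 and 50 in the libraries, were counted as interstitial-like, where Fig. 5c places Tagln. A cluster was left without a name when its median UMIs lay far below that of its library, or when its 10 genes of largest fold held more markers of another type than of its own. A cluster of 18 and 121 cells with few UMIs and erythroid markers was left without a name and out of the comparisons. Among the immune-like clusters, a cluster of 25 cells is led by lymphoid genes, and single interstitial-like and granulosa-like clusters are led by stress or inflammatory genes. They were kept with their types.

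UMIs were summed per library and cell type and fitted with edgeR 4.0.16 in R 4.3.3 (filterByExpr, TMM normalization, glmQLFit and glmQLFTest). Between 15360 and 16116 genes were tested per cell type. Each cell type and the remaining cells of the same library come from the same droplet run. Across 14866 genes, the deviations of a library correlated between its cell types by 0.007 to 0.247, and a fit with the library as a block was run as an alternative. Standard errors and CPM are given with the SD of the 2 libraries. On simulated data with 200 changed genes, the test recovered 91.5% of them in germ-like, 84% in granulosa-like, 90.5% in interstitial-like, 78% in mesothelial-like, 45.5% in immune-like and 50% in endothelial-like cells, and between 2.1% and 6.5% of its calls were false. Each simulated change exceeded 2-fold, up or down, and calls were counted there on the adjusted p alone, without the fold threshold. In 5 simulations without any difference between cell types, 0 listed genes were called in each, and 14 to 23 had an unadjusted p under 0.05. The smaller cell types therefore have less power, and a listed gene not called in them is not shown to be absent. All simulations used a dispersion of 0.03 that was not estimated from these libraries, so their rates need not hold for the data.

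The long-lived genes were the 341 genes in the 5 complete cell types of the source data of Fig. 5c, since the copy holds 1999 rows and only 294 of them for endothelial cells. All 341 symbols are in the deposited gene list. An overlap between the calls and those of the paper was not computed, because that table is incomplete. The named genes were fixed by rule as the 30 genes of Fig. 5c and, per cell type, the 2 long-lived genes with the largest fold change among those past the threshold and over 2-fold in each library, 35 genes in all. A planned comparison of the long-lived genes with random lists of like expression, and its 2 alternatives, are not reported, because the list holds 341 genes against 352 proteins. For the lists of the additional observations, random lists were drawn 10000 times from the other genes in 50 bins of mean expression in the cell type.

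Alternatives changed the reference (other cell types weighted equally), the test (DESeq2 1.42.0, or a test against a 2-fold change itself), the scaling (library size only, or DESeq2 size factors), the count filter, the fold threshold, the cell filter (at least 2000 genes and at most 5% mitochondrial counts, or none), the doublets, the Leiden resolution (0.5 and 2), the use of long-lived genes in clustering, the perivascular-like cells, the depth (each cell thinned to 2000 UMIs, with shallower cells left out) and the library (each left out in turn). A mean over cells of counts scaled per cell, as Seurat computes fold changes, was also run. Lists of genes for oocyte growth, meiotic prophase, granulosa cells of growing follicles, the cell cycle, dissociation and the Y chromosome served the additional observations. A cell was counted as cycling with UMIs of at least 2 of 10 cell cycle genes. Proteomics and NanoSIMS data have no file among the deposited counts and were not analysed.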

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

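The tests of haemoglobin and neutrophil RNA, and of germ cell RNA among cycling cells, were chosen only after the values had been seen, and the test of depth for cycling cells was set before its result.

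A cluster of 139 cells, 18 in replicate 1 and 121 in replicate 2, belongs to none of the 6 cell types of Fig. 5. The main text of the paper does not mention it, and the supplementary description of the single-cell data was not available. The cluster was singled out because it is a signal outside the cell types of Fig. 5. Its median was 1666 UMIs per cell in replicate 1 and 688 in replicate 2. Free RNA in all droplets would add about as many UMIs to each droplet, so UMIs per cell were compared. In replicate 2, 2 cells had most of their UMIs from haemoglobin genes. Without them, the cluster had 189 haemoglobin UMIs per cell against 0.540 in interstitial-like cells, a ratio of 350, which argues against free haemoglobin RNA as the whole source. Most of these UMIs lie in part of the cells: 21 of them had at least 10 haemoglobin UMIs. Of the 121 cells of replicate 2, 96 besides those 2 had a haemoglobin UMI, against 670 of 2539 interstitial-like cells. For the cells of replicate 2 as a set, this argues against an equal amount of free RNA per droplet. The source in any single cell with fewer than 10 such UMIs stays open. In replicate 1 the cluster had 4 haemoglobin UMIs and a ratio of 0.981, so free RNA stays open there. In replicate 1, 2 cells had over 10% of their UMIs from neutrophil genes. Without them, 147 neutrophil UMIs remained in 3 cells, and the UMIs per cell were 1901 times those in interstitial-like cells, which argues against free neutrophil RNA spread over all droplets. With the filter on genes and mitochondrial counts dropped, 3970 and 4692 cells of the libraries were clustered. A further cluster of 166 cells, 55 and 111 in the libraries, then had a median of 3913.5 UMIs and was named erythroid-like. No cluster took that name with the filter. The remaining cells of the cluster of 139 may be damaged cells or droplets with little RNA, which was not tested. No biological explanation was tested, since the design has a single tissue and age.

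Cell cycle transcripts, which the main text of the paper does not discuss, were singled out because they lie far above the limit that a count of 0 allows. With every cell thinned to 2000 UMIs, 22.1% of interstitial-like cells in replicate 1 (exact 95% interval 20.0% to 24.3%) and 19.2% in replicate 2 (17.7% to 20.8%) had UMIs of at least 2 of 10 cell cycle genes. In granulosa-like cells the shares were 9.65% (8.26% to 11.2%) and 9.85% (7.56% to 12.5%), and in mesothelial-like cells 21.5% (15.9% to 28.0%) and 35.5% (30.2% to 41.1%). The smaller of the differences between interstitial-like and granulosa-like cells in the 2 libraries was 9.39 percentage points, so depth alone is excluded as the explanation. Germ-like cells carry these transcripts at 3224 and 3303 CPM. By the level of germ cell markers, their RNA could supply at most 20.7 and 34.5 of the 478 and 375 CPM in granulosa-like cells and 16.1 and 32.7 of the 1155 and 1070 CPM in interstitial-like cells. On Mki67 and Top2a, which are lower in germ-like cells, the smaller difference was 9.15 percentage points, so germ cell RNA is argued against too. Background from other cells was not measured. The main text of the paper does not compare proliferation between these types, and no test across the 2 libraries was run on these shares. A candidate explanation is that more interstitial-like than granulosa-like cells divide at this age, but the share of cells lost in dissociation was not measured and stays open. In germ-like cells, 91.5% and 93.1% carried such transcripts, so these genes do not mark division there.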

How the results depend on the processing

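The separate threshold for doublets in each library, which left the number of enriched long-lived genes at 181, and the 2 thresholds on a natural log scale were the alternatives chosen after the data had been seen.

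The number of long-lived genes enriched in at least one cell type stayed within 1.5 times 181 in 22 of 25 alternatives, between 122 and 188. The other 3 gave 114 with every cell thinned to 2000 UMIs, 74 with a 4-fold threshold and 94 with the mean over cells as in Seurat and a natural log fold change over 1. Thinning also left 4 genes in endothelial-like cells alone and 11 shared genes. By fold change alone, 182 genes passed with all UMIs and 130 of the 327 genes tested after thinning, so loss of power explains only part of the fall. The 4-fold threshold left 16 genes in germ-like cells alone, 16 in granulosa-like, 4 in mesothelial-like, 4 in endothelial-like and 6 shared, as a higher threshold must lower the counts. A natural log fold change over 1 gave 122 genes, of which 18 were shared. With the mean over cells, the same threshold left 23 genes in germ-like cells alone, 16 in granulosa-like, 4 in mesothelial-like and 19 shared.

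With the other cell types weighted equally as the reference, 12 genes were enriched in granulosa-like cells alone, 8 in interstitial-like, 19 in immune-like and 11 in endothelial-like cells. Shared genes numbered 36 with scaling by library size only, 36 when each library had to pass on its own, 33 with the mean over cells as in Seurat, and 14 when tested against a 2-fold change itself. Mesothelial-like genes numbered 3 without a filter on low counts, 3 with the stricter cell filter and 4 with doublets kept. The stricter filter also left 1932 of the 3987 interstitial-like cells. Besides the cells it removes, 644 cells (167 and 477 in the libraries) of a cluster closest to interstitial-like cells lost their name, because its top genes held more markers of another type. Apart from the thresholds, the cause was not tested.

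Leaving out one library in turn, which allows no test, gave from 17 to 43 granulosa-like genes. The cells of each type then ranged from 236 to 670 germ-like, from 604 to 1644 granulosa-like, from 1448 to 2539 interstitial-like, from 191 to 314 mesothelial-like, from 29 to 53 immune-like and from 31 to 59 endothelial-like cells, because a library was removed.

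Over the 35 named genes and the alternatives that change their fold change, no fold change reversed, 594 values kept their side of the threshold or stayed within the spread between libraries, 26 moved and 6 lost their call, while 4 values are missing because the gene was not tested. The alternatives that change the threshold or the rule for a call are not in this tally, and in the test against a 2-fold change Ahcy, Taldo1 and Glud1 lost their call as well. Of the 6, 4 lost it on thinning, among them Ahcy, Pgd and S100a4, Taldo1 with library size only and Glud1 with the equally weighted reference. Thinning changed 29 of 30 shares of cells, which the removal of UMIs was bound to lower. Scaling by library size only moved the median log2 fold change of all genes by -0.08 in germ-like, -0.13 in granulosa-like, -0.20 in interstitial-like, -0.22 in mesothelial-like, -0.32 in immune-like and -0.19 in endothelial-like cells, so counts of genes just over 2-fold depend on it. Immune-like and endothelial-like cells, with 29 to 59 cells per library, limit what can be detected in them.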

Differences from the paper's values

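The 2 thresholds on a natural log scale and the comparison of log scales were chosen after the values had been seen, and the other alternatives are those set before the data were examined.

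The paper's source data give 100 proteins enriched more than 2-fold in a cell type, and 181 genes were found here. The count fell within 1.5 times the paper's with the other cell types weighted equally (150), with every cell thinned to 2000 UMIs (114), with the mean over cells as in Seurat (146), in the test against a 2-fold change itself (124) and with a 4-fold threshold (74), and with none of the others set then. A fold change over 1 on a natural log scale, chosen after seeing the values, gave 122 genes, and 94 with the mean over cells as in Seurat. As a share of the 352 proteins, the paper's value is 28.4% and the value here 51.4%.

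For interstitial cells alone the paper's value is 15 and the value here 25. It came to 19 with the stricter cell filter, 20 without replicate 2 and 21 with a 4-fold threshold, and the others set then left the gap. With the natural log threshold and the mean over cells, chosen after seeing the values, it came to 18. For shared genes the paper's value is 15 and the value here 61. Of the alternatives set in advance, thinning, with 11, and the test against a 2-fold change, with 14, closed this gap. The natural log thresholds, chosen after seeing the values, gave 18 and, with the mean over cells, 19.

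The log2 fold changes of 28 of the 30 genes of Fig. 5c were compared, and all directions were those of the paper. In 6 genes the values lay within the spread between the libraries, and in 22 they did not. This spread is an SD of 2 libraries and is itself uncertain. For Glud1 it was 0.0394 against a standard error of 0.177, and for Apoa1 1.40 against 0.461. A value outside the spread, or a gap closed by it, is therefore weak evidence for a single gene. The paper's table calls its values log2 fold changes, and the ratio of the paper's value to the Seurat-like value here ran from 0.571 to 1.04 with a median of 0.811, where natural logarithms of equal folds would give 0.693. With the values here put on a natural log scale, 10 of the 28 genes lay within the spread, 24 came closer to the paper's value, and the median absolute difference fell from 0.782 to 0.345. For the Seurat-like values, 10 genes lay within the spread on the log2 scale and 11 on the natural log scale, 17 came closer, and the median absolute difference fell from 0.485 to 0.294. Over all listed genes whose value in the paper exceeds 1 in either direction, the Seurat-like values were compared on both scales. They were closer on the natural log scale for 65 of 122 genes in germ cells, 24 of 51 in granulosa cells and 31 of 54 in interstitial cells. The counts were 26 of 39 in mesothelial cells, 32 of 98 in immune cells and 21 of 67 in the incomplete endothelial part. The series as a whole matches on neither scale, so the scale of the paper's values is not settled, and the differences below hold for the log2 scale. In 13 of the 22 genes, none of the alternatives closed the gap. These were Col1a2 (the paper's 4.54, here 7.06), Dcn (the paper's 3.42, here 6.26), Tagln (the paper's 3.67, here 5.90), Hsd3b1 (the paper's 4.63, here 6.97), Soat1 (the paper's 1.38, here 2.44), Zp2 (the paper's 4.92, here 6.99), Zp3 (the paper's 4.65, here 7.76), Hectd3 (the paper's 2.58, here 3.06), Npm2 (the paper's 4.66, here 7.36), Lgals3 (the paper's 5.49, here 6.49), Actn4 (the paper's 1.43, here 1.81), Fscn1 (the paper's 1.17, here 2.85) and Fgd5 (the paper's 4.06, here 6.38).

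In 9 genes at least one alternative closed the gap, and those not named left it. Pdgfra (the paper's 3.84, here 5.39) came to 4.68 with the mean over cells as in Seurat. Stard5 (the paper's 1.69, here 2.27) came to 1.93 with thinning and 1.83 with the mean over cells. Ptgr1 (the paper's 1.27, here 1.91) came to 1.30 with thinning. Hist1h2bc (the paper's 1.71, here 2.03) came to 1.57 with the equally weighted reference, 1.81 with library size only and 1.87 without replicate 2. Lyrm4 (the paper's 1.91, here 2.06) came to 1.94 with the equally weighted reference, 2.02 with DESeq2, 1.99 with library size only, 2.02 with DESeq2 size factors, 1.87 without a filter, 1.99 with thinning and 1.97 without replicate 2. Npl (the paper's 3.22, here 4.35) came to 3.56 with thinning, 3.59 with the mean over cells and 3.73 without replicate 1. Pitpna (the paper's 1.15, here 1.63) came to 1.28 with the equally weighted reference. Pgd (the paper's 1.40, here 2.05) came to 1.47 with thinning and 1.35 with the mean over cells. Glud1 (the paper's 1.17, here 1.22) came to 1.21 without a filter, 1.15 with thinning and 1.19 without replicate 1.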

Other observations

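The tests of a shift of the whole library, of dissociation and of deep germ cells in the reference, the thresholds on a natural log scale and the neighbours as a share of the most possible were chosen only after their results had been seen. The test of somatic RNA was added after the other results and before its own, and the others were set before.

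The count of 181 enriched genes exceeds the paper's 100. With every cell thinned to 2000 UMIs it was 114, but thinning also lowers power and removes shallow cells. Changes that lower the weight of deep germ-like cells more directly gave 150 with the other cell types weighted equally and 146 with the mean over cells as in Seurat, so whether deep germ-like cells in the reference cause the excess stays open. With a fold change over 1 on a natural log scale the count was 122, and 94 with the mean over cells. The paper's own procedure was not available.

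Germ-like cells of the 2 libraries fell in separate clusters. Of 210 cells in one cluster 199 came from replicate 1, and of 445 in another 433 came from replicate 2. A cluster with a median of 2463 UMIs held 25 and 226. At Leiden resolution 0.5 the split stayed, with clusters of 199 and 11 and of 13 and 449 cells. With the stricter cell filter most germ-like clusters were mixed. They held 47 and 53, 107 and 234, and 50 and 112 cells of replicates 1 and 2, while another held 4 and 88. The split thus depended on the cell filter, and the reason was not tested. A shift of the same genes in every cell type is argued against, since the library difference in germ-like cells correlated with that in interstitial-like cells by only 0.0974 across 14866 genes. Across genes with at least 100 UMIs in each of the sums, it correlated by 0.0937 with granulosa-like, 0.196 with interstitial-like and 0.215 with mesothelial-like cells, or 0.106, 0.230 and 0.287 after division by the highest values that the agreement between 2 random groups of the cells of each type allows. Granulosa-like and interstitial-like cells correlated by 0.330. These values are all positive, so a small shared part stays open, as does a shift that differs between cell types. Longer or harsher dissociation of all of replicate 2 is also argued against, since the dissociation genes were higher in granulosa-like cells of replicate 1, with a median log2 ratio of 0.70 and 9 of 10 genes higher. The median was 0.12 in interstitial-like and -0.21 in mesothelial-like cells.

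In germ-like cells the dissociation genes were lower in replicate 1, with a median log2 ratio of -1.72 and 0 of 10 genes higher. Their summed level there was only 1.56% of that in granulosa-like cells in replicate 1 and 7.49% in replicate 2, and the granulosa-like markers were at 0.698% and 5.03%, so RNA carried over from somatic cells could account for them. Somatic RNA is argued against as the whole cause of the separate clusters. On genes enriched in germ-like cells only, the excess over chance of nearest neighbours from the same library was still 20.9 percentage points in replicate 2 and 58.4 in replicate 1, 75.1% and 80.8% of the most that is possible. After thinning it was 4.63 and 11.5 points on these genes, 16.7% and 15.9% of the most possible, so somatic RNA together with depth stays open.

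Depth per cell cannot be told apart from the other explanations of the germ-like clusters. With cells thinned, the excess over chance of nearest neighbours from the same library was 7.52 percentage points in replicate 2 and 22.8 in replicate 1, down from 21.4 and 59.5. The limit of 10 points set for the test decides nothing, because the excess can reach only 27.8 points in replicate 2 and 72.2 in replicate 1. As a share of these it fell in both libraries alike, from 77.2% to 27.0% and from 82.4% to 31.5%. The neighbours thus follow depth to a large part, but thinning also adds noise, and the source of the rest stays open. After thinning, interstitial-like cells kept 39.6% of the most possible in replicate 1 and 43.6% in replicate 2, and granulosa-like cells 44.2% and 41.8%, so each of these types separates by library. An earlier test, the oocyte growth list after thinning, decided nothing, with 3 of 6 genes higher and a median of 0.26 against 0.17 before thinning, and was replaced before the neighbours were counted. More growing follicles in replicate 1 could also part the clusters. The oocyte growth list was at percentile 92.65 of random lists with 3 of 6 genes higher in replicate 1, and the list for granulosa cells of growing follicles at 78.41 with 4 of 5 genes higher. Neither reached the 95 set for the test, which by the rule set in advance counts against a difference in stage. Because so few genes, moving both ways, can decide little, both were read as undecided after their values were seen. A list of meiotic prophase genes, for which no outcome had been set, had a median log2 ratio of 0.37 and lay at percentile 99.83, with 5 of 7 genes higher in replicate 1. After thinning its median was 0.58, with 6 of 7 genes higher, so it did not shrink at equal depth. The stage of the pups within postnatal day 2 was not recorded, and a difference in stage stays open.

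Of the long-lived genes, 6 were tested in no cell type. Actbl2 and Ces1c had 0 UMIs, Apoh 1, C3 13, Ighg1 17 and Cma1 169 UMIs in 7 cells, with 120 of these in 2 cells of the cluster without a name. Loss of expressing cells to the cell filter is unlikely for the group, since only 1 of the 6 genes, Cma1 with 44 UMIs, had at least 10 UMIs in the removed cells. Proteins made elsewhere and carried to the ovary stay open, as untested.

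Genes of the Y chromosome had 13 UMIs in replicate 1 and 26 in replicate 2, against 65548 and 56031 UMIs of Xist.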
